# Identification and integrated analysis of glyphosate stress-responsive microRNAs, lncRNAs, and mRNAs in rice using genome-wide high-throughput sequencing

**DOI:** 10.1186/s12864-020-6637-6

**Published:** 2020-03-17

**Authors:** Rongrong Zhai, Shenghai Ye, Guofu Zhu, Yanting Lu, Jing Ye, Faming Yu, Qiren Chu, Xiaoming Zhang

**Keywords:** Rice, Transcriptome sequencing, Degradome sequencing, Glyphosate, Long non-coding RNA

## Abstract

**Background:**

Glyphosate has become the most widely used herbicide in the world. Therefore, the development of new varieties of glyphosate-tolerant crops is a research focus of seed companies and researchers. The glyphosate stress-responsive genes were used for the development of genetically modified crops, while only the *EPSPS* gene has been used currently in the study on glyphosate-tolerance in rice. Therefore, it is essential and crucial to intensify the exploration of glyphosate stress-responsive genes, to not only acquire other glyphosate stress-responsive genes with clean intellectual property rights but also obtain non-transgenic glyphosate-tolerant rice varieties. This study is expected to elucidate the responses of miRNAs, lncRNAs, and mRNAs to glyphosate applications and the potential regulatory mechanisms in response to glyphosate stress in rice.

**Results:**

Leaves of the non-transgenic glyphosate-tolerant germplasm CA21 sprayed with 2 mg·ml^− 1^ glyphosate (GLY) and CA21 plants with no spray (CK) were collected for high-throughput sequencing analysis. A total of 1197 DEGs, 131 DELs, and 52 DEMs were identified in the GLY samples in relation to CK samples. Genes were significantly enriched for various biological processes involved in detoxification of plant response to stress. A total of 385 known miRNAs from 59 miRNA families and 94 novel miRNAs were identified. Degradome analysis led to the identification of 32 target genes, of which, the squamosa promoter-binding-like protein 12 (SPL12) was identified as a target of osa-miR156a_L + 1. The lncRNA-miRNA-mRNA regulatory network consisted of osa-miR156a_L + 1, two transcripts of *SPL12* (*LOC_Os06g49010.3* and *LOC_Os06g49010.5*), and 13 lncRNAs (e.g., MSTRG.244.1 and MSTRG.16577.1).

**Conclusion:**

Large-scale expression changes in coding and noncoding RNA were observed in rice mainly due to its response to glyphosate. *SPL12*, osa-miR156, and lncRNAs (e.g., MSTRG.244.1 and MSTRG.16577.1) could be a novel ceRNA mechanism in response to glyphosate in rice by regulating transcription and metal ions binding. These findings provide a theoretical basis for breeding glyphosate-tolerant rice varieties and for further research on the biogenesis of glyphosate- tolerance in rice.

## Highlights

1. A total of 385 known miRNAs of 59 miRNA families and 94 novel miRNAs were identified.
2. In all, 1197 DEGs, 131 DELs, and 52 DEMs were identified in GLY samples vs. CK.
3. The DEGs were enriched in biological processes involving in detoxification of plant response to stress.
4. *SPL12* was identified to be a target of osa-miR156 by degradome sequencing analysis.
5. The ceRNA network contained *SPL12*, osa-miR156 and several lncRNAs, which could be a novel glyphosate stress-responsive ceRNA mechanism in rice.

## Background

Rice (*Oryza sativa* L.) is one of the most important food crops for a large segment of the world population, and plays a crucial role in agricultural production [1]. Approximately 90% of the world’s rice is produced and consumed in Asia [2], and its production and quality are directly related to people’s lives and national economic stability [3]. Nevertheless, increasing rice production can be challenging, owing to water scarcity, declining utilization of cultivated land, and other factors [4]. Removal of rice weeds is one of the problems that hinders large-scale production of rice, as the weeds not only compete with rice for soil, water, and fertilizer, but also may harbor and spread pests and diseases, which could reduce the yield [5]. Traditional weeding methods involve hoeing or hand-pulling, and are labor-intensive. In contrast, chemical herbicides are widely used to save time, labor and application costs [2].

Glyphosate, N-(phosphonomethyl) glycine, is a broad-spectrum, non-selective, and post-emergence herbicide, widely used in agricultural and non-agricultural lands to control annual/perennial weeds [6]. Glyphosate has become the most widely used herbicide in the world. Therefore, the development of new varieties of glyphosate-tolerant crops is a research focus of seed companies and researchers. Glyphosate is sprayed on the stem and leaves. It functions by inhibiting the 5-enolpyruvylshikimate-3-phosphate synthase (EPSPS) enzyme, which interrupts the synthesis of aromatic amino acid, and further leads to protein deficiency, leading to plant death [7]. The glyphosate stress-responsive genes used for the development of genetically modified crops include *EPSPS*, glyphosate acetyltransferase (*GAT*), and glyphosate oxidoreductase (*GOX*) [8], of which *EPSPS* is widely used in glyphosate-tolerant rice. Although successful transformation of several glyphosate stress-responsive genes such as *OsEPSPS* [9], *MdEPSPS* [10], *VvEPSPS* [11], *G2-aroA* [8], *G6* [7], *AroAJ.sp* [12], and *I. variabilis-EPSPS* [13], have been reported in rice, these transgenic offspring carry exogenous genes. Commercialization of transgenic varieties is greatly hindered, particularly, given the heightened biosafety concerns of transgenic breeding. The glyphosate-tolerant rice has been successfully created by the fixed-point replacement of two amino acids (T102I and P106S, TIPS) in the conserved region of the endogenous *EPSPS* gene in rice using CRISPR/Cas9 technology [14]. Nevertheless, only the *EPSPS* gene has been used currently in the study on glyphosate-tolerance in rice. Therefore, it is essential and crucial to intensify the exploration of glyphosate stress-responsive genes, to not only acquire other glyphosate stress-responsive genes with clean intellectual property rights but also obtain non-transgenic glyphosate-tolerant rice varieties.

Non-coding RNAs (ncRNA) refer to the RNAs that lack the ability to encode proteins, which were initially regarded as inessential transcriptional ‘noises’. Research advances have demonstrated the crucial regulatory roles of ncRNAs in various biological processes [15]. Small RNA (sRNA) are key riboregulators, implicated in genome stability, and adaptive responses through the regulation of gene expression by acting on RNA and DNA [16]. sRNA include three major categories, small interfering RNA (siRNA), Piwi-interacting RNA (piRNA) and microRNA (miRNA). miRNAs are 22 nt long endogenous ncRNAs in plants, which mediate post-transcriptional gene expression [17]. In plants, miRNAs are implicated in multiple biological processes, including developmental regulation, stress and hormone response, and plant flowering [18–20]. For example, Yang et al. revealed that over-expression of osa-miR319 caused the leaves to become wider probably by increasing the longitudinal small veins, and improved cold-tolerance in rice by down-regulating their target genes *OsPCF5/OsPCF8*. The ncRNAs with length > 200 nucleotides are regarded as long ncRNAs (lncRNAs), which are always expressed at low levels and have short conserved sequences [21]. LncRNAs are found to be involved in post-transcriptional gene regulation and chromatin modifications [22, 23]. Despite the recent recognition of the key roles of lncRNAs, plant lncRNAs are shown to be involved in photomorphogenesis, auxin transport, and flowering [24, 25]. For instance, lncRNAs COLDAIR and COOLAIR are shown to mediate flowering time probably by regulating the FLOWERING LOCUS C (*FLC*) in *Arabidopsis* [26, 27]. However, there is no report on the preliminary elucidation of the mechanism in response to glyphosate stress using an integrated analysis using high-throughput sequencing technology.

In a previous study, the non-transgenic glyphosate-tolerant germplasm CA21 with independent intellectual property rights has been created using chemical mutagenesis by irradiation + ethyl methane sulfonate (EMS) and combined with traditional hybrid breeding methods [28]. Unlike transgenic rice with the glyphosate stress-responsive gene, the glyphosate-tolerant germplasm CA21 obtained by mutagenesis has no risks of field release and has broad application prospects in landscaping. It will also create conditions favoring the opening of the international rice market by mastering the key technologies of glyphosate-tolerant rice varieties.

In this study, we first constructed cDNA libraries, sRNA libraries, and degradome libraries from the leaves of glyphosate-tolerant rice CA21. Through high-throughput sequencing analysis, a systematic and integrated analysis of the potential lncRNA-miRNA-mRNA regulatory network was performed in leaves of glyphosate-tolerant rice. This study is expected to elucidate the responses of miRNAs, lncRNAs, and mRNAs to glyphosate applications and the potential regulatory mechanisms in response to glyphosate stress in rice.

## Results

### Physiological responses to glyphosate

The glyphosate-tolerant rice CA21 grew normally, while the heart leaf of the glyphosate-sensitive rice P1003 curled on the third day after glyphosate treatment (Fig. 1). Shikimic acid, MDA and GST levels were found to be increased in CA21 and P1003 treated with glyphosate, when compared to that in the control plants (Table 1). Notably, the shikimic acid content increased significantly by 42.56% in P1003, which increased only by 10.27% in CA21 plants. Similarly, the MDA content in P1003 increased by up to 58.87%, which only increased by 12.59% in CA21. In contrast, the GST content of CA21 increased remarkably by up to 233.33%, while these only doubled in P1003. Hence, we speculate that the tolerance of CA21 to glyphosate is likely achieved by increasing the detoxification activity of GSTs.

**Fig. 1:**
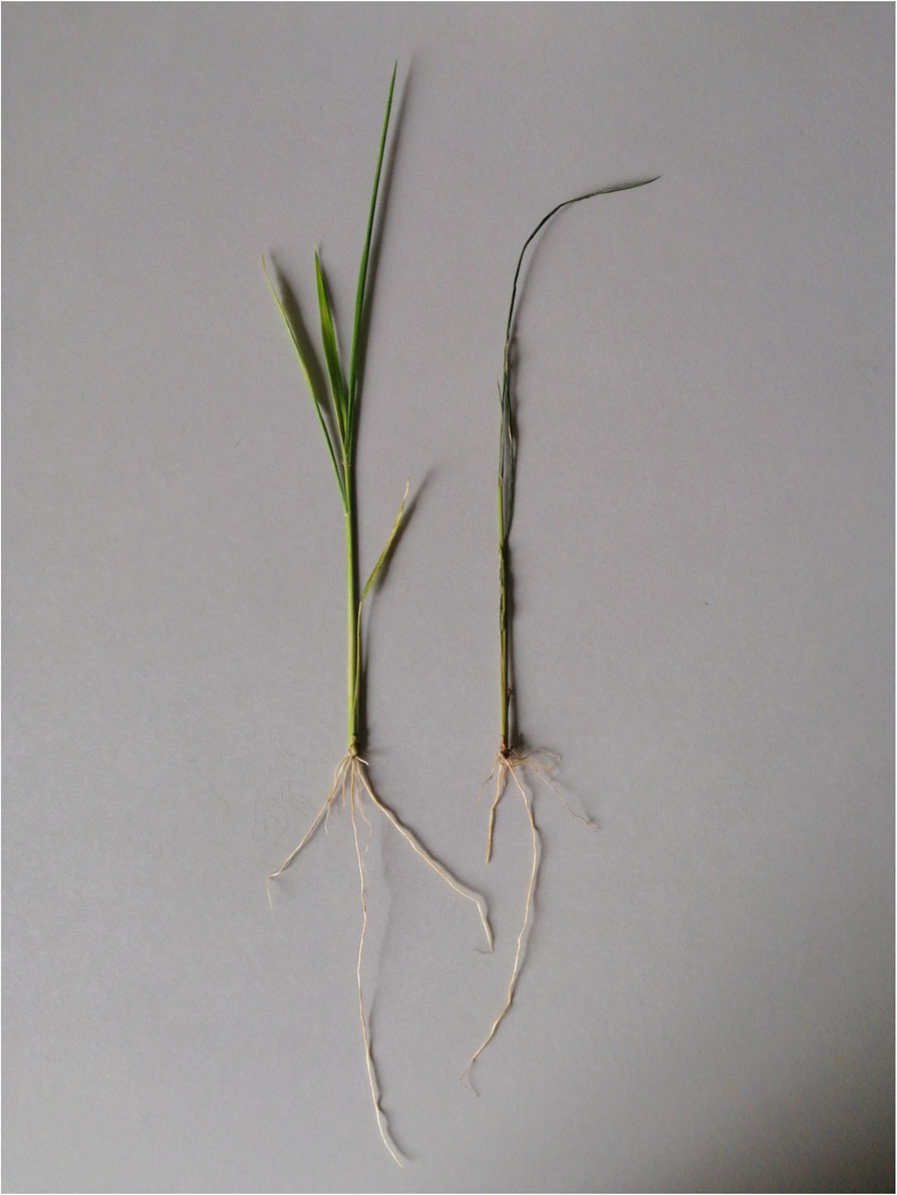
Growth status of CA21 and P1003 rice plants on the third day after glyphosate treatment. CA21, glyphosate-resistant rice grows normally while P1003, glyphosate-sensitive rice displays a curled heart leaf and death

**Table 1:** The results of the determination of physiological indicators

Samples (concentration of glyphosate)	Shikimic acid (mg/g)	MDA (nmol/g)	GSTs (U/g)
GLY (2 mg/ml)	11.38 ± 0.14^a^	17.35 ± 0.82^a^	0.01 ± 0.00^a^
CK (0 mg/ml)	10.32 ± 0.01^b^	15.41 ± 0.16^b^	0.003 ± 0.00^b^
P1003 (2 mg/ml)	14.57 ± 0.03^a^	24.26 ± 0.72^a^	0.004 ± 0.00^a^
P1003 (0 mg/ml)	10.22 ± 0.11^b^	15.27 ± 0.16^b^	0.002 ± 0.00^b^

The superscript “a” and “b” represent that there is a statistic difference of *P* < 0.05 between samples with or without glyphosate treatment for the contents of each physiological indicator

### mRNA expression profile analysis

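Ribosomal RNA was removed from leaf RNA of CA21, a rice line, and 6 paired-end cDNA libraries were sequenced, 3 from plants sprayed with glyphosate at 2 mg ml^− 1^ (GLY) and 3 from unsprayed plants (CK). The authors mapped the cleaned reads with Bowtie 2 and TopHat2 to the Nipponbare genome, which the paper names as IRGSP build 5.0, assembled transcripts with StringTie and calculated FPKM, the fragments of a gene normalized for its length and for the mapped fragments of the library, with Ballgown. They deposited the FPKM of each gene and each transcript in every library, and the read coverage per base of each transcript. The gene table held 35018 entries with an FPKM above 0 in at least 1 library, of which 26846 held an annotated transcript, and the transcript table held 57680 transcripts. In each library, coverage divided by FPKM was the same for all transcripts, which gives its mapped depth. The depth was 3.43, 3.80 and 3.71 Gb in CK1, CK2 and CK3, and 4.40, 4.25 and 3.84 Gb in GLY1, GLY2 and GLY3. The mapped reads in the paper's Supplementary Table S1, between 24455999 and 32066787 per library, correspond to this depth at 137 to 140 bases per read. Table 2 of the paper gives more valid reads, between 103696664 and 117257130 per library, and the FPKM values follow the depth of Supplementary Table S1.

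Expression was compared on log2(FPKM + 1), a scale that understates the change of genes with a low FPKM. The 19316 gene entries and 32721 transcripts with a mean of at least 0.5 FPKM were tested with limma (two-sided, moderated variances), and a gene was called differentially expressed at the paper's threshold, an absolute log2 fold change of at least 1 and an unadjusted P under 0.05. Benjamini-Hochberg adjusted p values are given beside it. The first principal component held 42.1% of the variance and separated the CK libraries from the GLY libraries, and the second held 16.3%. An FPKM of 0 did not always mean that a gene was silent. Of 5359 genes with at least 5 FPKM in 5 or more libraries, 80 were listed at 0 in the remaining library. One of them, the chlorophyll a/b-binding protein gene LOC_Os09g17740, was listed at 0 in GLY3 and at 8398 to 11253 FPKM in the other libraries. Genes with an FPKM of 0 are therefore described as listed at 0.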

High-throughput sequencing generated 692,668,924 raw reads in the leaf samples of CA21 plants that were sprayed with 2 mg ml^− 1^ glyphosate (GLY) and CA21 devoid of any treatment (CK). Over 96% of the sequences were considered to be valid reads (Table 2). The valid reads were mapped to the Rice Genome utilizing TopHat, and the uniquely mapped reads ranged from 68.96–75.70% (Supplementary Table S1). In addition, they were mainly mapped to the exons (approximately 93%), followed by introns (approximately 4%) and intergenic regions (approximately 2%) (Supplementary Figure S1). 

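A gene entry was counted as detected at an FPKM above 0. The mean was 26048 ± 129 (SD, n = 3) entries in the CK libraries and 26834 ± 134 (SD, n = 3) in the GLY libraries, a difference of 787. Every GLY library had more detected entries than every CK library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The mapped depth differed in the same direction, with a mean of 3.65 ± 0.195 Gb (SD, n = 3) in CK and 4.16 ± 0.293 Gb (SD, n = 3) in GLY. At a minimum of 1 FPKM, the detected entries numbered 15297 ± 176 (SD, n = 3) in CK and 16737 ± 71.0 (SD, n = 3) in GLY, a difference of 1440.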

In all, the expression of approximately 26,047 genes in CK (25,984/ 26,196/, and 25,963 genes of CK1, CK2, and CK3 samples) and 26,834 genes (26,978/ 26,713 /26,812 genes of GLY1, GLY2, and GLY3 samples) in GLY were detected (Supplementary Table S2). 

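At the paper's threshold, 1734 of the 19316 tested gene entries were called, 1271 higher and 463 lower in GLY. Of these, 1556 also had an adjusted p under 0.05, 1151 of them higher and 405 lower. Among the 16203 tested entries with an annotated transcript, 1348 were called, 1004 higher and 344 lower, and 1204 had an adjusted p under 0.05. The CK and GLY values did not overlap in 8682 of the 19316 entries (44.9%), where chance gives 10% for 3 libraries against 3. The median log2 fold change of all tested entries was 0.20. With the FPKM divided by median-of-ratios factors, this median was 0.04 and the calls divided into 903 genes higher in GLY and 679 genes lower in GLY, so that 57.1% of the calls were higher in place of 73.3%. A pseudocount of 0.1 in place of 1 moved the number of differentially expressed genes most, to 3227. With the library-size covariate of Ballgown in the model, 1137 entries were called, and 0 had an adjusted p under 0.05. That covariate, computed from the FPKM of each library, had a correlation of 0.988 with the treatment across the 6 libraries.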

The FPKM value for each gene was calculated to evaluate the expression level of the gene, and 1197 genes with clearly differential-expression were found in the leaves of GLY versus CK, including 598 up-regulated genes and 599 down-regulated genes (Fig. 2a and b). 

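Of the 1348 annotated genes called, 23 were listed at 0 in all CK libraries and 47 were listed at 0 in all GLY libraries, while 1278 had an FPKM above 0 in both groups. All 23 and all 47 had an FPKM above 0 in the 3 libraries of the other group. Without CK2, 46 called genes were listed at 0 in the CK libraries left, and without GLY1, 73 in the GLY libraries left.

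Among the genes whose CK and GLY values did not overlap, the largest rise on log2(FPKM + 1) without a covariate was that of LOC_Os09g36700. It is a ribonuclease T2 gene on chromosome 9 from 21165182 to 21167650. Its FPKM was 0.772, 0.359 and 0.355 in CK1 to CK3 and 170, 166 and 95.6 in GLY1 to GLY3, a log2 fold change of 6.56 (limma, standard error 0.258, adjusted p = 1.75e-04). LOC_Os09g36680, a second ribonuclease T2 gene that starts at 21155956 on the same chromosome, rose from 16.5 ± 5.20 FPKM (SD, n = 3) to 1419 ± 140 FPKM (SD, n = 3), a log2 fold change of 6.38. The other rises were those of the peroxiredoxin gene LOC_Os02g09940 with 5.79, the prolyl oligopeptidase gene LOC_Os04g47360 with 5.18 and the UDP-glycosyltransferase gene LOC_Os02g37690 with 5.03. LOC_Os02g09940 and LOC_Os02g37690 were listed at 0 in all CK libraries. The order of the rises depended on the processing. With the library-size covariate, the log2 fold changes were 5.89 for LOC_Os02g09940, 5.79 for LOC_Os02g37690 and 4.73 for LOC_Os09g36700. Over the alternatives without that covariate, their highest values were 9.09, 8.31 and 7.94.

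The largest fall was that of LOC_Os10g36703, with an FPKM of 27.3, 263 and 318 in CK1 to CK3 and listed at 0 in all GLY libraries, a log2 fold change of -7.06 (limma, standard error 0.934, adjusted p = 0.00526). The fitted change of LOC_Os10g36703 was 5.54 with the library-size covariate, in the opposite direction. LOC_Os09g38070, with a log2 fold change of -6.20, and LOC_Os03g53930, with -5.72, were also listed at 0 in all GLY libraries. LOC_Os03g56930 fell from 350 ± 41.2 FPKM (SD, n = 3) to 6.86 ± 1.07 FPKM (SD, n = 3), and the terpene synthase gene LOC_Os10g34790 fell from 34.2 ± 1.65 FPKM (SD, n = 3) to 0.0638 ± 0.0173 FPKM (SD, n = 3).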

As shown in the Venn diagram of the differentially expressed genes (DEGs), 13 genes were specific to GLY samples, 151 genes were specific to CK samples, and 1033 genes were common to both GLY and CK samples (Fig. 2c).

**Table 2:** Statistical data of the reads for six cDNA libraries

Sample	Raw Data		Valid Data		Valid Ratio (reads)	Q20%	Q30%	GC content%
	Reads	Bases	Reads	Bases				
CK1	120,000,000	18.00G	117,231,082	17.58G	97.69	99.75	95.32	46
CK2	120,000,000	18.00G	117,257,130	17.59G	97.71	99.77	95.59	47
CK3	120,000,000	18.00G	117,181,868	17.58G	97.65	99.78	95.79	47
GLY1	117,206,668	17.58G	113,460,552	17.02G	96.80	99.82	96.03	47.50
GLY2	108,982,164	16.35G	106,639,642	16.00G	97.85	99.74	95.21	47
GLY3	106,480,092	15.97G	103,696,664	15.55G	97.39	99.59	95.10	47

**Fig. 2:**
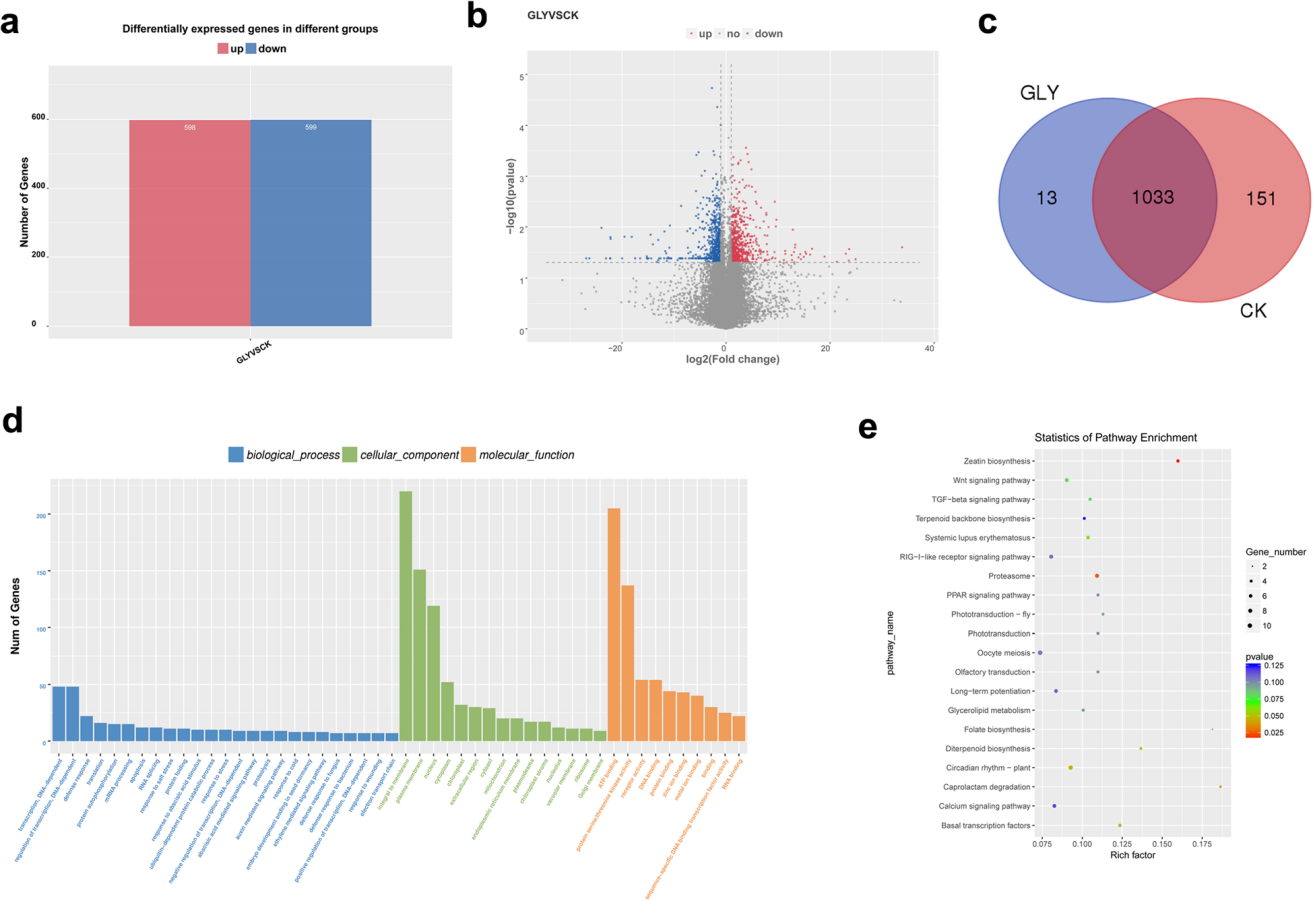
Identification and characterization of differentially expressed genes (DEGs) between glyphosate-resistant rice (GLY) and glyphosate-sensitive rice (CK) plants. **a** the number of up- and down-regulated DEGs. **b** Volcano Plot of DEGs. **c** Venn diagram of DEGs between GLY and CK samples. **d** part of the significantly enriched GO terms; **e**, part of the significantly enriched KEGG pathways

To further explore the functions of these DEGs, functional enrichment analysis was conducted, including GO terms and KEGG pathways. As shown in Fig. 2d, there were three categories of the GO terms. 

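The GO annotation in the deposited gene table covered 8228 of the tested annotated genes, of which 770 were called. A one-sided Fisher's exact test of each of 3593 terms gave 105 terms at P under 0.05 and 15 at an adjusted p under 0.05. For the terms taken up in the text, 3 of 10 genes of the cytokinin biosynthetic process were called (Fisher's exact test, P = 0.0595), 4 of 31 genes of the negative regulation of transcription (P = 0.329), 1 of 13 genes of ubiquinol-cytochrome-c reductase activity (P = 0.721) and 17 of 124 genes of the chloroplast stroma (P = 0.0696). The adjusted p of each of these 4 terms was 1. Among the calls higher in GLY, chloroplast stroma had 14 of 124 genes (Fisher's exact test, P = 0.0485, adjusted p = 1). Among all calls, the lowest adjusted p was that of heme binding and of the extracellular region, 2.71e-05, with 38 of 153 and 53 of 255 genes called. Among the calls lower in GLY, the lowest adjusted p of a GO term was 2.04e-09 (Fisher's exact test). As sets of all their tested genes, none of the 4 terms had a camera adjusted p (limma, preset inter-gene correlation of 0.01) under 0.05 among 13 sets, and the adjusted p of each was 0.956.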

The DEGs were significantly enriched (*P* < 0.05) in 55 GO_biological process (BP) terms, such as GO:0009691~cytokinin biosynthetic process, GO:0045892~negative regulation of transcription, DNA-dependent, 35 GO_molecular function (MF) terms, for example GO:0008121~ubiquinol-cytochrome-c reductase activity, and 13 GO_cellular component (CC) terms, for instance, GO:0009570~chloroplast stroma. In addition, the DEGs were found to be related to zeatin biosynthesis, proteasome, caprolactam degradation and other pathways (Fig. 2e). In addition, the GO-terms associated with plant response to stress, including, GO:0004601~peroxidase activity, GO:0006749~glutathione metabolic process, and GO:0043620~regulation of DNA-dependent transcription in response to stress, were also enriched.

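KEGG annotation covered 3211 of the tested annotated genes, with 313 called. Of 249 pathways, 18 had P under 0.05 and 8 an adjusted p under 0.05 in the one-sided Fisher's exact test. By the same exact test, zeatin biosynthesis had 5 of 14 genes called (P = 0.00814, adjusted p = 0.169), proteasome 6 of 54 (P = 0.433, adjusted p = 1) and caprolactam degradation 0 of 8. All 6 proteasome genes called were lower in GLY (Fisher's exact test among the calls lower in GLY, P = 0.0047, adjusted p = 0.390). Tested against all other genes, the 54 proteasome genes as a set were lower by a median of -0.41 on the log2 scale relative to the median of all tested genes (limma's camera, adjusted p = 2.3e-07 over 13 sets). By fry, which does not refer to the other genes, the adjusted p was 0.00329. The difference was -0.43 with median-of-ratios scaling. With the library-size covariate it was -0.38 and the camera adjusted p was 0.490, with that covariate and no filter (chosen after seeing the data) it was -0.24 and 0.435, and over the other alternatives tested with camera the adjusted p lay between 5.5e-08 and 3.1e-06. Of the 54 genes, 38 were below 0 and 16 above 0. In the 9 other splits of the 6 libraries into 3 against 3, the camera p of these genes was also under 0.05, between 1.76e-05 and 0.0253. Each of those splits sets 2 libraries of one group and 1 of the other against the rest, so it holds part of the difference between CK and GLY. That part is alike in all of them, yet the camera p was 1.76e-05 to 6.73e-05 where GLY3 was set with 2 CK libraries. It was at least 0.0120 in the rest. The set may thus also vary between replicates, and its camera p may then be too small. The lowest adjusted p among the pathways was that of phenylpropanoid biosynthesis, with 34 of 114 genes called (adjusted p = 1.75e-07).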

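Peroxidase activity had 12 of 42 tested genes called, 8 higher and 4 lower in GLY (one-sided Fisher's exact test, P = 3.26e-04, adjusted p = 0.0689 over 3593 terms). Of the glutathione metabolic process, 2 of 6 genes passed the filter and 0 were called. Of the regulation of DNA-dependent transcription in response to stress, 2 of 3 genes passed the filter and 1 was called (Fisher's exact test, P = 0.178). Glutathione transferase activity had 7 of 32 genes called, all higher in GLY (Fisher's exact test, P = 0.0258, adjusted p = 1 among all calls, and P = 0.00552, adjusted p = 0.451 among the calls higher in GLY). The genes described as glutathione S-transferases had 37 members tested, of which 7 were called higher and 0 lower. Under limma's camera, neither the peroxidase activity genes nor the glutathione S-transferase genes stood apart from all other genes as a set (adjusted p = 0.956 for each). Of the 13 sets tested, 1 had a camera adjusted p under 0.05 and 11 had a fry adjusted p under 0.05. The fry p used here tests whether the genes of a set shift together in 1 direction, without reference to the other genes.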

### LncRNA expression profile analysis

The lncRNAs were identified as per the method described above. Briefly, the genes were assembled, annotated, and filtered based on its coding potential and length. Consequently, the remaining genes were regarded as lncRNAs. There were 1771, 1649, 1679, 1677, 1633 and 1631 novel lncRNAs identified from the six cDNA libraries, respectively (Supplementary Table S3). Altogether, 3691 novel lncRNAs were identified, of which 898 lncRNAs were specific to CK samples, and 771 lncRNAs were specific to GLY samples (Supplementary Table S4). These lncRNAs were found to be evenly distributed across the 12 chromosomes in rice (Fig. 3a). 

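Supplementary Table S4 of the paper lists the lncRNAs specific to each group, and all of them were found in the deposited transcript table. All 898 lncRNAs listed for CK were listed at 0 in every GLY library, and all 771 listed for GLY were listed at 0 in every CK library. Most had an FPKM above 0 in 1 library only, 681 of those specific to CK (75.8%) and 572 of those specific to GLY (74.2%). In all 3 libraries of the group, 39 of the lncRNAs specific to CK and 45 of those specific to GLY were above 0. Their median FPKM in the library with the highest value was 1.22 for CK and 1.24 for GLY. With a minimum of 0.1 FPKM, 898 and 770 counted as present.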

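Positions were taken for the 1790 lncRNAs that Supplementary Table S4 lists, which are those specific to a group or differentially expressed. All 1790 lay on the 12 chromosomes, from 83 on chromosome 10 to 246 on chromosome 1. Relative to the annotated transcripts in the same table, there were between 41.9 listed lncRNAs per 1000 annotated transcripts on chromosome 3 and 57.1 per 1000 on chromosome 9. The remaining identified lncRNAs were not analysed here.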

The types of lncRNAs were class_code “u” (intergenic transcript, 38–40.29%), class_code “x” (exonic overlap with reference on the opposite strand, 33.93–36.17%) and class_code “i” (transfrag falling entirely within a reference intron, 21.03–24.51%), followed by class_code “j” (potentially novel isoform, 2.62–3.25%) and class_code “o” (generic exonic overlap with a reference transcript, 0.62–0.85%), and these lncRNAs had no marked preference for genome locations (Supplementary Figure S2 and Fig. 3b). In addition, 131 lncRNAs were differentially expressed between GLY and CK samples, including 33 up-regulated and 98 down-regulated lncRNAs (Supplementary Table S4, Fig. 3c and d).

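Of the 1790 listed lncRNAs, 700 (39.1%) had class code u, 586 (32.7%) class code i, 492 (27.5%) class code x, 7 (0.391%) class code j and 5 (0.279%) class code o. The differentially expressed lncRNAs among them comprised 51 of class code u, 48 of x, 27 of i, 3 of j and 2 of o. These shares are of the listed lncRNAs and not of all lncRNAs in each library.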

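The listed differentially expressed lncRNAs had a median mean FPKM of 0.455, a median coverage of 1.74 reads per base and a median length of 355 bases. Their mean FPKM was under 0.5 in 72 of 131, 68 of which are among the 98 listed as down-regulated, and these were fitted without the filter. In the comparison of the 2 groups, 98 of the 131 changed in the direction given in Supplementary Table S4 and 33 in the opposite direction, 14 of those listed as up-regulated and 19 of those listed as down-regulated. P was under 0.05 in 26, of which 25 had the listed direction, 13 up and 12 down. Adjusted over the list alone, 23 had the listed direction and an adjusted p under 0.05 (limma), and adjusted over all transcripts tested, 21 did. The lncRNA with P under 0.05 in the opposite direction is listed as up-regulated and had a log2 fold change of -2.05. Its adjusted p (limma) was 0.0183 over the list and 0.0498 over all transcripts. The list was chosen by the study on these libraries, so the count adjusted over the list alone is not independent evidence. At the paper's threshold for both fold change and P, 21 were called in the listed direction, 10 up and 11 down. The CK and GLY values did not overlap in 31 lncRNAs. The 10% that chance gives is no reference for them, since the list was chosen on these libraries. Without CK1, 44 of the 131 had the listed direction. All 131 had P under 0.05 with the library-size covariate and 0 had an adjusted p under 0.05 over all transcripts, and the smallest q value that the paper's table gives for them is 0.817. The fit with the covariate gave the paper's log2 fold changes for all 131, with a largest difference of 4.9e-06. Its count over the list therefore repeats the paper's selection and is no independent evidence.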

**Fig. 3:**
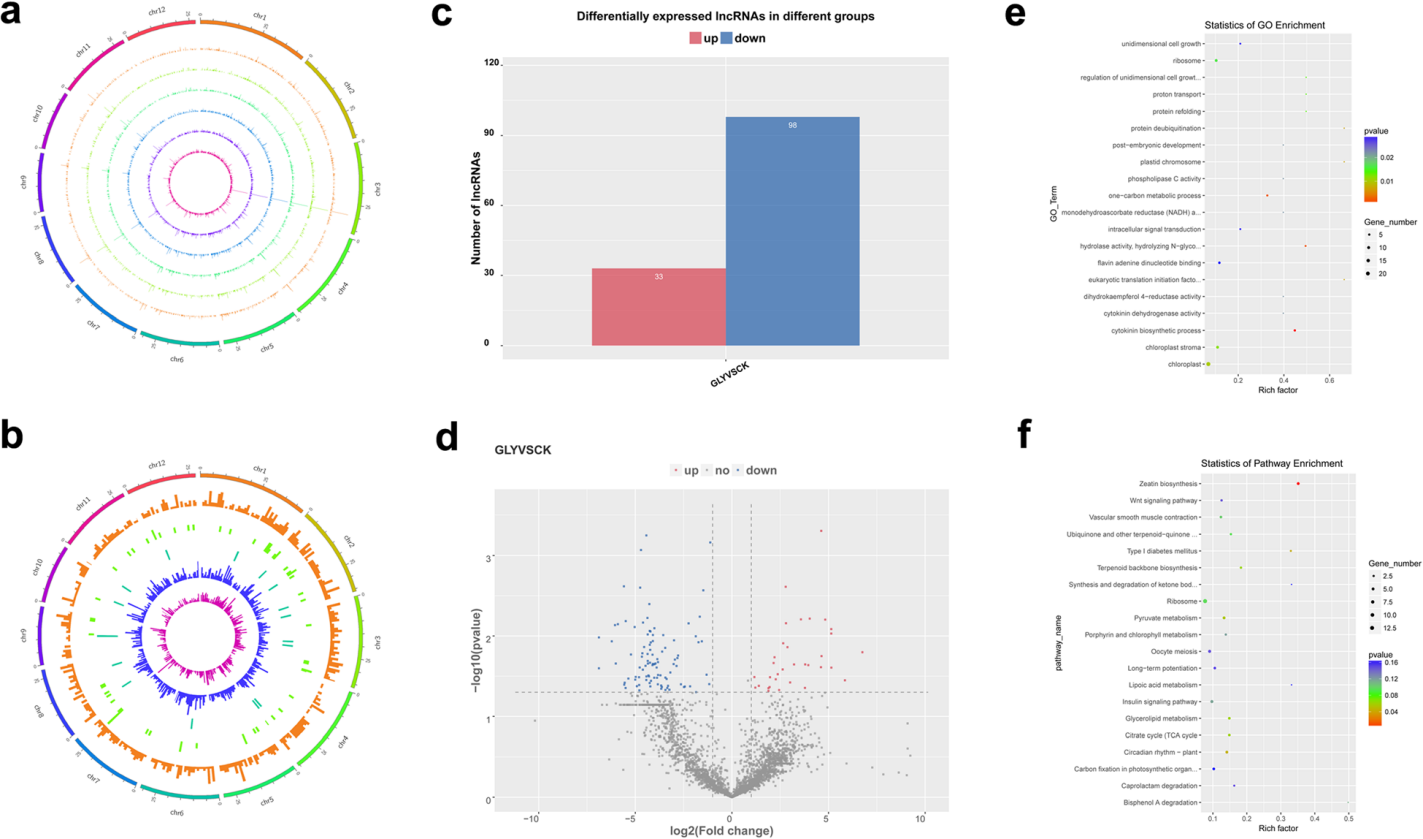
Identification and characterization of differentially expressed lncRNAs (DELs) between GLY and CK samples. **a** expression levels of lncRNA on 12 chromosomes of rice. Each circle represents one sample and corresponds to CK 1/2/3 and GLY 1/2/3 samples from the outer to inner. **b** the location of lncRNA types on the 12 chromosomes. Each circle represents a type of lncRNA and corresponds to “i”, “j”, “o”, “u”, and “x” from the outer to inner. “i”, transfrag falling entirely within a reference intron; “j”, potentially novel isoform; “o”, generic exonic overlap with a reference transcript; “u”, intergenic transcript; “x”, exonic overlap with a reference to the opposite strand. **c** the number of up-r and down-regulated DELs. **d** Volcano Plot of DELs. **e** part of the significantly enriched GO terms for the target genes of DELs. **f** part of the significantly enriched KEGG pathways for the target genes of DELs

To further investigate the potential roles of the differentially expressed lncRNAs (DELs), we first predicted their target genes that were cis-regulated. The functions of lncRNAs were obtained by analyzing the GO terms and KEGG pathways of their target genes. 

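The listed lncRNAs were paired with annotated transcripts called at the paper's threshold by their positions in the transcript table. Within 100 kb, 83 lncRNAs lay near 139 called transcripts, in 147 pairs. Both members of the pair changed in the same direction in 69 pairs (46.9%), against a mean of 42.2% when the transcripts were paired at random. Within 10 kb, there were 24 pairs of 19 lncRNAs and 23 transcripts, 14 of them changed in the same direction. The paper's text does not name the window, and both windows were chosen after the values had been seen.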

A total of 45 DEGs were predicted to interact with 37 DELs (Supplementary Table S5), and they were found to be significantly enriched in 29 GO terms, including 13 GO_BP terms, for example, GO:0009691~cytokinin biosynthetic process; 5 GO_CC terms, for instance, GO:0009508~plastid chromosome; and 11 GO_MF terms, for example, GO:0016799~hydrolase activity, hydrolyzing N-glycosyl compounds (Fig. 3e). In addition, 70 KEGG pathways were significantly enriched, including zeatin biosynthesis and plant circadian rhythm (Fig. 3f).

### Overview of sRNA sequencing data and miRNA identification

To explore the glyphosate stress-responsive miRNAs in rice, six sRNA libraries were constructed from the leaves of GLY and CK plants and sequenced. High-throughput sequencing generated an average of 12,977,314 (13,774,024/ 13,774,024/ 11,305,213 for CK1/ CK2/ CK3) and 11,396,302 (10,234,674/ 14,038,269/ 9,915,965 for GLY1/ GLY2/ GLY3) raw reads in GLY and CK samples, respectively. After removing the adapter sequences, low complexity sequences and reads smaller than 18 nt, an average of 2,310,371 (2,453,175/ 2,405,519/ 2,072,418 for CK1/ CK2/ CK3) and 2,016,847 (1,828,494/ 2,749,254/ 1,472,793 for GLY1/ GLY2/ GLY3) unique reads were obtained (Table 3). The length distribution of the unique reads showed that majority of the sRNAs was 24 nt in length (Fig. 4a). The six sRNA libraries shared similar sRNA types and proportion, including rRNA (approximately 6%), tRNA (among 0.01–0.02%), snRNA (among 0.01–0.02%), snoRNA (approximately 0.04%), and other Rfam RNA (approximately 0.35%). The detailed information of each library was presented in Table 3.

**Table 3:** Summary of small RNA (sRNA) sequencing data

	lib	Raw reads	3ADT&length filter	Junk reads	Rfam	mRNA	Repeats	valid reads	rRNA	tRNA	snoRNA	snRNA	other Rfam RNA
CK1	Total	13,774,024	3,390,537	38,220	**1,054,000**	847,233	4749	8,495,423	863,173	139,387	5115	1723	44,602
	% of Total	100.00	24.62	0.28	**7.65**	6.15	0.03	61.68	6.27	1.01	0.04	0.01	0.32
	uniq	2,453,175	841,448	20,791	**18,859**	14,165	185	1,558,672	15,033	2264	332	159	1071
	% of uniq	100.00	34.30	0.85	**0.77**	0.58	0.01	63.54	0.11	0.02	0.00	0.00	0.01
CK2	Total	13,852,706	2,934,133	33,314	**1,258,384**	973,925	6008	8,708,898	1,083,866	115,231	4395	1803	53,089
	% of Total	100.00	21.18	0.24	**9.08**	7.03	0.04	62.87	7.82	0.83	0.03	0.01	0.38
	uniq	2,405,519	874,287	17,335	**19,294**	14,955	214	1,480,435	15,747	1975	291	149	1132
	% of uniq	100.00	36.35	0.72	**0.80**	0.62	0.01	61.54	0.11	0.01	0.00	0.00	0.01
CK3	Total	11,305,213	751,727	31,484	**861,890**	947,345	4370	8,761,939	698,077	121,230	4076	1822	36,685
	% of Total	100.00	6.65	0.28	**7.62**	8.38	0.04	77.50	6.17	1.07	0.04	0.02	0.32
	uniq	2,072,418	519,795	17,449	**18,638**	13,555	182	1,503,706	14,936	2174	299	140	1089
	% of uniq	100.00	25.08	0.84	**0.90**	0.65	0.01	72.56	0.13	0.02	0.00	0.00	0.01
GLY1	Total	10,234,674	3,616,701	19,106	**1,149,522**	967,205	17,295	4,557,991	961,780	124,212	6855	2549	54,126
	% of Total	100.00	35.34	0.19	**11.23**	9.45	0.17	44.53	9.40	1.21	0.07	0.02	0.53
	uniq	1,828,494	917,707	7845	**18,067**	13,035	282	872,751	14,296	2195	320	142	1114
	% of uniq	100.00	50.19	0.43	**0.99**	0.71	0.02	47.73	0.14	0.02	0.00	0.00	0.01
GLY2	Total	14,038,269	7,373,691	39,460	**857,843**	617,980	1416	5,187,783	722,433	94,555	3929	2256	34,670
	% of Total	100.00	52.53	0.28	**6.11**	4.40	0.01	36.95	5.15	0.67	0.03	0.02	0.25
	uniq	2,749,254	1,226,291	25,154	**14,288**	11,708	77	1,472,281	11,735	1340	291	145	777
	% of uniq	100.00	44.60	0.91	**0.52**	0.43	0.00	53.55	0.08	0.01	0.00	0.00	0.01
GLY3	Total	9,915,965	5,677,422	8527	**550,744**	474,821	12,345	3,247,324	426,107	89,633	4243	1279	29,482
	% of Total	100.00	57.26	0.09	**5.55**	4.79	0.12	32.75	4.30	0.90	0.04	0.01	0.30
	uniq	1,472,793	870,393	4467	**13,287**	8952	246	576,405	10,643	1523	211	76	834
	% of uniq	100.00	59.10	0.30	**0.90**	0.61	0.02	39.14	0.11	0.02	0.00	0.00	0.01

3ADT&length filter: reads removed due to 3ADT not found and length with < 18 nt and > 25 nt were removed (for plants); length with< 18 and > 26 were remove (for animals); Junk reads: Junk: > = 2 N, > = 7A, > = 8C, > = 6G, > = 7 T, > = 10Dimer, > = 6Trimer, or > =5Tetramer; Rfam: Collection of many common non-coding RNA families except micro RNA; Repeats:Prototypic sequences representing repetitive DNA from different eukaryotic species

**Fig. 4:**
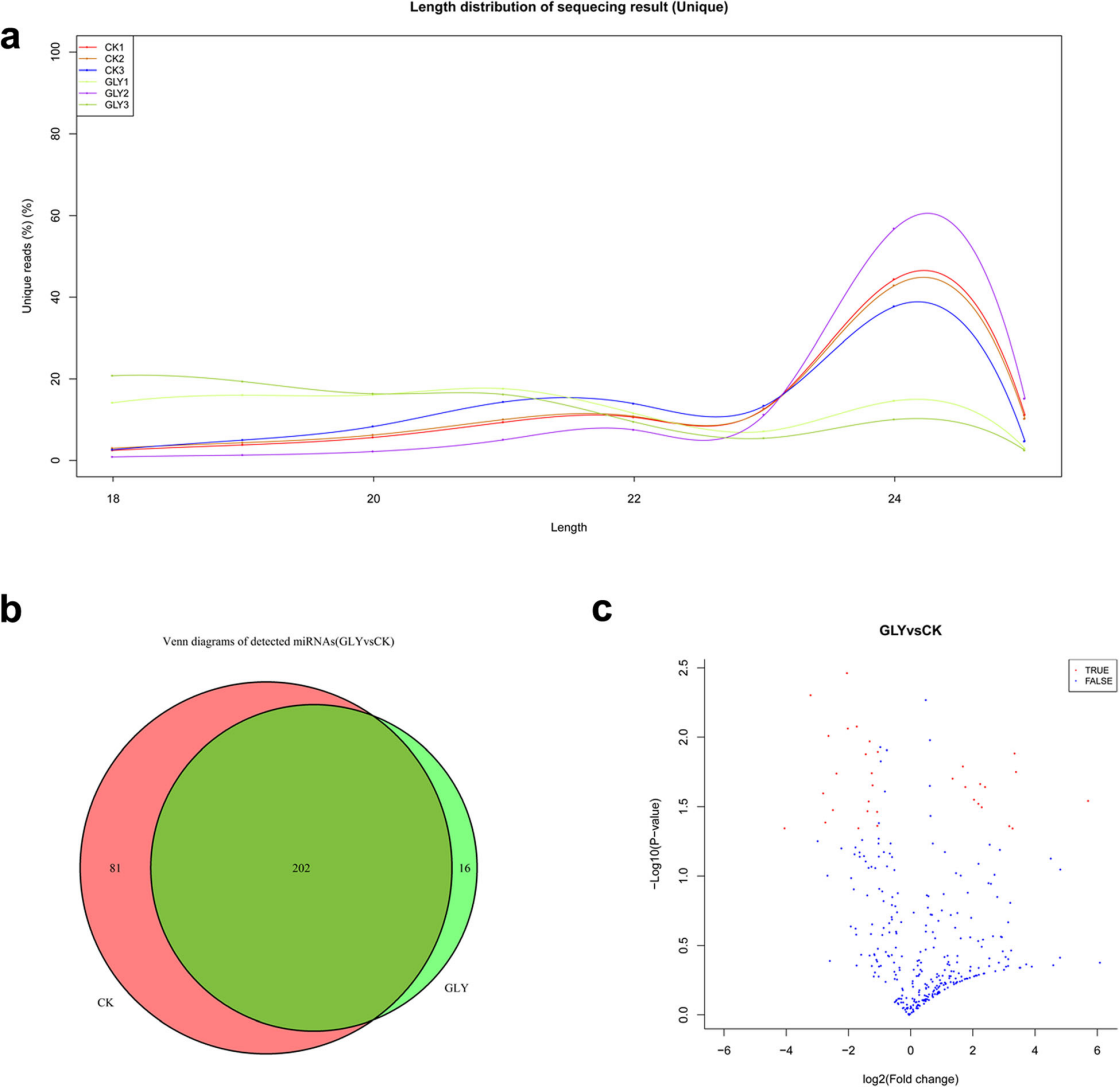
Identification and characterization of miRNAs in GLY and CK samples. **a** length distribution of the unique reads. **b** Venn diagram of differentially expressed miRNAs between GLY and CK samples. **c** Volcano Plot of differentially expressed miRNAs

Next, identification of the known miRNAs and novel miRNAs was accomplished by mapping the unique sequences in miRBase 20. The results showed that some miRNAs had a common precursor (pre-miRNA), for example, osa-MIR159f-p5 and osa-miR159f_R-1. In all, 479 unique miRNAs were detected in this study, and approximately 41.96% of the detected miRNAs were 21 nt in length, followed by 24 nt (29.23%) and 22 nt (14.61%) in length (Supplementary Table S6). There were 385 known miRNAs from 59 families from corresponding pre-miRNAs, and 94 miRNAs were identified as novel in this study (Supplementary Table S7). A total of 283 and 218 common miRNAs were detected in the three repeats of CK and GLY samples, respectively, of which 81 miRNAs were CK-specific, 16 miRNAs were GLY-specific, and 202 miRNAs were common to both, CK and GLY samples (Fig. 4b, Supplementary Table S8).

After differential analysis, 52 miRNAs were identified with differential expression (*P* < 0.05) in GLY and CK samples, of which 37 were known rice miRNA, including 21 down-regulated miRNAs and 16 up-regulated miRNAs (Fig. 4c, Supplementary Table S9). Of these differentially expressed miRNAs (DEMs), the expression of osa-MIR167f-p3 increased the most (5.76-fold), while that of osa-miR169r-3p decreased the most (4-fold).

### Degradome sequencing data and target analysis

Degradome sequencing was conducted to explore the targeted mRNAs of the conserved miRNAs and novel miRNAs. In total, degradome sequencing generated 12,455,265 raw reads. A total of 1,970,447 unique raw reads were obtained after the removal of low-quality and repetitive sequences. These reads were mapped to the rice transcriptome, and 9668,203 (approximately 77.62%) reads were mapped to the reference data (Table 4), followed by their candidate target gene identification. A total of 3547 targets (transcripts) were predicted for 317 conserved miRNAs and 58 novel miRNAs. After screening at a *P* value < 0.05, 268 targets (transcripts) from 64 conserved miRNAs were obtained, of which 216 targets (transcripts) were identified from 48 known rice miRNAs. Notably, a total of 32 targets (gene symbol) were identified from the degradome with *P* < 0.05 (Supplementary Table S10).

**Table 4:** Summary of degradome sequencing data

Sample	Number	ratio
Raw Reads	12,455,265	/
reads < 15 nt after removing 3 adaptor	42,877	0.34%
Mappable Reads	12,412,388	99.66%
Unique Raw Reads	1,970,447	/
Unique reads < 15 nt after removing 3 adaptor	13,762	0.70%
Unique Mappable Reads	1,956,685	99.30%
Transcript Mapped Reads	9,668,203	77.62%
Unique Transcript Mapped Reads	1,420,138	72.07%
Number of input Transcript	52,424	/
Number of Coverd Transcript	32,666	62.31%

Target genes were notably enriched in various GO terms and KEGG pathways, such as ko04612~antigen processing and presentation, GO:0016602~CCAAT-binding factor complex; GO:0009734~auxin-mediated signaling pathway, GO:0006355~regulation of transcription, DNA-dependent, and GO:0006351~transcription, DNA-dependent, etc. (Fig. 5). The results were partially consistent with the significantly enriched GO terms and KEGG pathways for DEGs and DELSs, for instance, DNA-dependent transcription-related GO_BP terms.

**Fig. 5:**
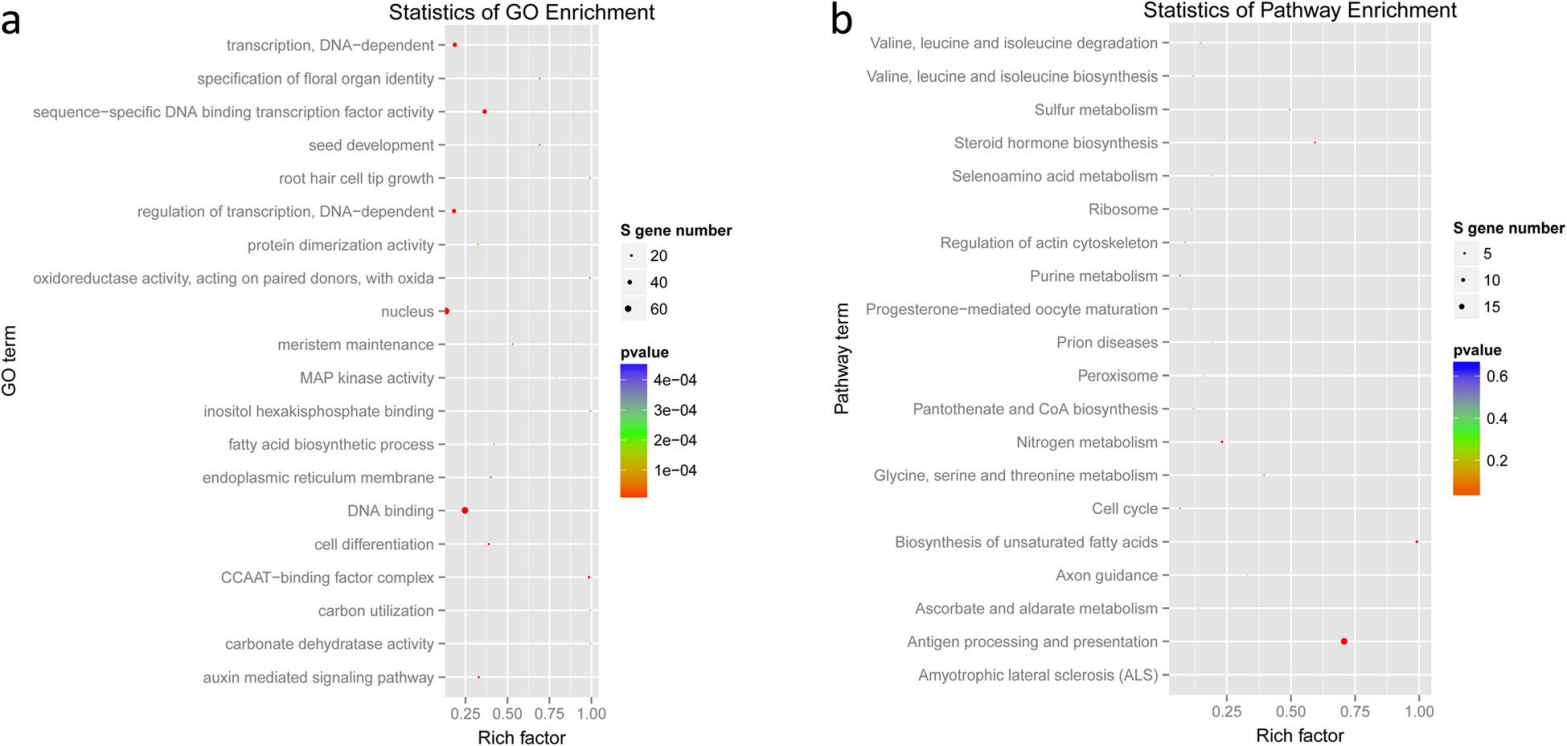
The results of functional enrichment analysis of the targets of miRNA identified through degradome sequencing analysis. **a** part of the significantly enriched GO terms. **b** part of the significantly enriched KEGG pathways

### LncRNA-miRNA-mRNA regulatory network

Analysis of sequencing data revealed the presence of 1197 DEGs, 131 DELs, 52 DEMs, in addition to 94 novel miRNAs identified in the GLY samples when compared to CK samples. This indicates changes due to glyphosate treatment led to visible transcriptome and degradome changes. To further explore their potential regulatory mechanism, an integrated analysis of lncRNA-miRNA-mRNA regulatory network was performed. First, the co-expression analysis between DEGs and DELs was conducted according to the methods described above, and a total of 3759 positively correlated lncRNA-mRNA co-expression pairs were obtained at the threshold of correlation coefficient r > 0.95 and *P* < 0.001 (Supplementary Table S11). 

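Pearson correlations over the 6 libraries were computed between the FPKM of the 131 listed lncRNAs and of the 1704 annotated transcripts called here, 223224 pairs in all. At the paper's threshold, 2324 pairs passed, and 2770 passed on log2(FPKM + 1). The 6 libraries are 2 separate groups of 3, so no pooled r is given. With the mean of each group subtracted, 183 pairs passed. When the libraries of the lncRNAs were permuted within the groups, in each of 35 orders, a median of 2294 pairs passed (between 2199 and 2626), 98.7% of the observed number. With group means subtracted, the same permutations gave a median of 284 pairs (between 171 and 348). When each library was left out in turn, between 1118 pairs (without CK2) and 1424 pairs (without GLY2) passed. The paper integrates its regulatory network from its own co-expression pairs and from miRNA targets obtained by degradome sequencing and target prediction. The mRNAs that both share link them (Fig. 6).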

The miRNA-mRNA interaction pairs were obtained based on the miRNA-targets identified from the degradome sequencing data and target prediction. The lncRNA-miRNA-mRNA regulatory pairs were further integrated based on the common mRNA of lncRNA-mRNA co-expression pairs and miRNA-mRNA interactions pairs, followed by visualization of lncRNA-miRNA-mRNA regulatory network using Cytoscape, an open source bioinformatics software. 

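The *SPL12* gene LOC_Os06g49010 lies on chromosome 6 from 29703530 to 29708687 on the minus strand, and the transcript table holds 4 of its transcripts. LOC_Os06g49010.3, with 7 exons, was listed at 0 in the 3 CK libraries and had an FPKM of 2.44, 2.12 and 2.13 in GLY1 to GLY3, a log2 fold change of 1.69 (limma, standard error 0.173, adjusted p = 0.00688). LOC_Os06g49010.5, with 6 exons, had an FPKM of 1.10, 0.643 and 0.784 in CK1 to CK3 and of 0.0772, 0.190 and 0.0482 in GLY1 to GLY3, a log2 fold change of -0.73 (limma, standard error 0.209, adjusted p = 0.104). LOC_Os06g49010.1 and LOC_Os06g49010.4 were at or under 0.0293 FPKM in all libraries. The transcripts overlap, and how the quantification divided reads between them was not tested.

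Fig. 6 joins LOC_Os06g49010.3 to 7 lncRNAs and LOC_Os06g49010.5 to 6. These lncRNAs are given by their positions in the transcript table. All 13 changed in the direction the paper gives, and 12 had P under 0.05, the exception being the lncRNA on chromosome 1 from 33691633 with a log2 fold change of -0.46 (limma, adjusted p = 0.266). All 13 pairs passed the paper's threshold over the 6 libraries, and 0 passed with the mean of each group subtracted, although the correlation stayed above 0 in all 13 and above 0.95 in 4. When each library was left out in turn, between 4 pairs (without CK1) and 12 pairs (without GLY2) passed. On chromosome 4, the lncRNAs from 30499347 and from 30502892 are neighbours on opposite strands.

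**Figure D1:**
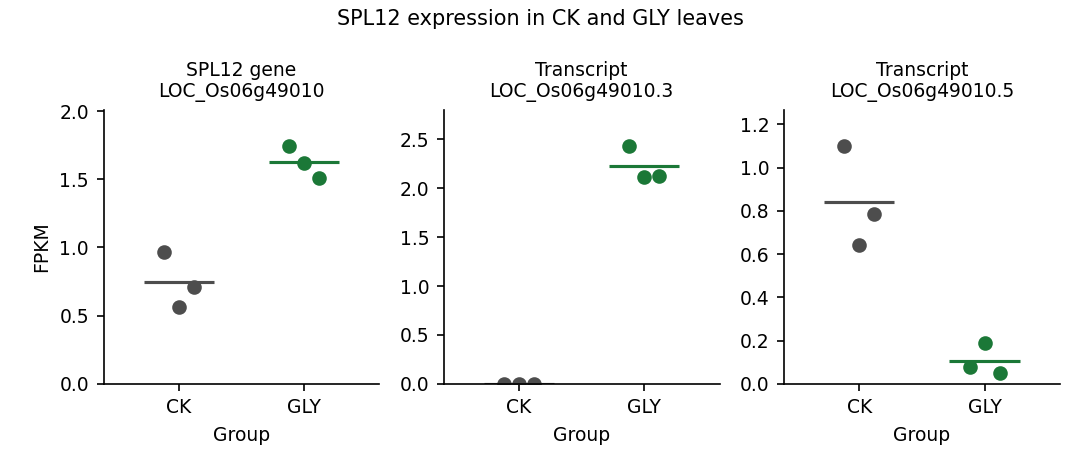
FPKM of the *SPL12* gene and of 2 of its transcripts in each library (points) with the group means (lines), for CK and GLY leaves. Transcript LOC_Os06g49010.3 is at 0 in the 3 CK libraries and between 2.12 and 2.44 FPKM in the GLY libraries, and transcript LOC_Os06g49010.5 is lower in every GLY library than in every CK library.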

As shown in Fig. 6, the lncRNA-miRNA-mRNA regulatory network contained osa-miR156a_L + 1, squamosa promoter-binding-like protein 12 (*SPL12*, *LOC_Os06g49010.3* and *LOC_Os06g49010.5*), and 13 lncRNAs (eg., MSTRG.244.1 and MSTRG.16577.1). Of which, *SPL12* was enriched in several GO terms, including GO:0003677~DNA binding, GO:0005634~nucleus, GO:0006351~transcription, DNA-dependent, GO:0006355 ~regulation of transcription, DNA-dependent, and GO:0046872 ~metal ion binding.

**Fig. 6:**
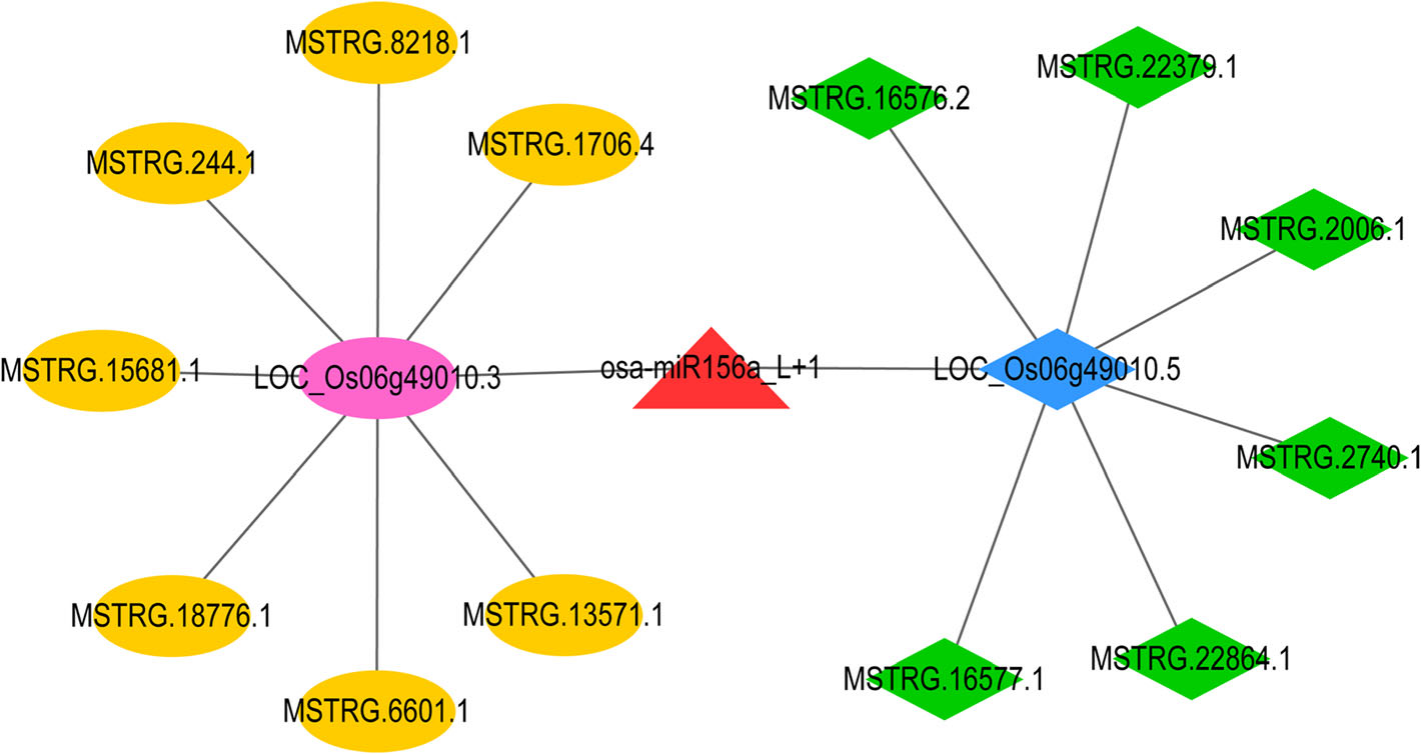
The lncRNA-miRNA-mRNA regulatory network. Red triangle represents up-regulated miRNAs; yellow circle represents up-regulated lncRNA, red circle represents up-regulated mRNA, green prismatic shape represents down-regulated lncRNA, and blue prismatic shape represents down-regulated mRNA

### Expression level of mRNAs, miRNAs and lncRNAs determined by qPCR

Based on the results of sequencing analysis, the expression of several mRNAs, lncRNAs and miRNAs were verified in CK samples and GLY samples (Fig. 7). Expression trends were consistent for mRNAs, miRNAs and lncRNAs in both sequencing and qPCR analyses. 

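In the sequencing data, the *SPL12* gene had 0.748 ± 0.204 FPKM (SD, n = 3) in CK and 1.62 ± 0.119 FPKM (SD, n = 3) in GLY, a log2 fold change of 0.59 (limma, standard error 0.130, adjusted p = 0.0244). For LOC_Os06g49010, the adjusted p (limma) was 0.0648 without the filter, 0.0542 with median-of-ratios scaling and 0.0703 with the replicate number as a block. It was 0.0324 without CK1 and between 0.0530 and 0.0779 when any other library was left out. Its fitted change was -0.39 with the library-size covariate, in the opposite direction. *ARF18* (LOC_Os06g47150), on chromosome 6 from 28586445 to 28590358, had 5.29 ± 0.289 FPKM (SD, n = 3) in CK and 10.2 ± 1.64 FPKM (SD, n = 3) in GLY, a log2 fold change of 0.82 (limma, standard error 0.132, adjusted p = 0.00942). The adjusted p of LOC_Os06g47150 (limma) was at most 0.0387 under the alternatives without the library-size covariate, 0.818 with it and 0.881 with it and no filter. *NFYA10* (LOC_Os12g42400), on chromosome 12 from 26346863 to 26351289, had 0.643 ± 0.263 FPKM (SD, n = 3) in CK and 0.951 ± 0.293 FPKM (SD, n = 3) in GLY. Its log2 fold change was 0.25 (limma, standard error 0.186, adjusted p = 0.375), and its CK and GLY values overlapped.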

The expression of osa-miR156a_L + 1 (the only miRNA in ceRNA network) showed a higher level in GLY samples. In addition, the expression of osa-MIR167f-p3, osa-miR1432-5p_R + 1 and osa-miR5810_R-3_1ss13TC were also determined. Of which, osa-MIR167f-p3 and osa-miR1432-5p_R + 1 were significantly up-regulated in GLY samples, while no significant difference was determined for the expression of osa-miR5810_R-3_1ss13TC, showing a decreasing tendency. The expression level of *SPL12* (*LOC_Os06g49010*), *NFYA10* (*LOC_Os12g42400*), *ARF18* (*LOC_Os06g47150*), and *LOC_Os05g23130* were up-regulated in GLY samples. 

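LOC_Os05g23130, which encodes an expressed protein of unknown function, lies on chromosome 5 from 13187131 to 13188292 and has a single transcript. Its FPKM was 0, 6.52 and 31.3 in CK1 to CK3 and 38.4, 0 and 28.0 in GLY1 to GLY3. The log2 fold change was 0.74 (limma, standard error 1.86, adjusted p = 0.803), and the groups overlapped. The direction depended on single libraries, with a log2 fold change of -0.58 without CK1 and of -0.21 without GLY1. The fitted log2 fold change of transcript LOC_Os05g23130.1 was 22.31 with the library-size covariate and no filter (adjusted p = 0.817).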

Of which, *SPL12* (*LOC_Os06g49010*) was the gene in ceRNA network, and *LOC_Os05g23130* was a DEG with large fold changes in sequencing analysis, while *NFYA10* (*LOC_Os12g42400*), *ARF18* (*LOC_Os06g47150*) were the genes from degradome sequencing. Moreover, the expression of four lncRNAs in ceRNA network were determined, including MSTRG.244.1, MSTRG.15681.1, MSTRG.16577.1, and MSTRG.2006.1. Of which, there was no significant difference for the expression of MSTRG.16577.1, showing a decreasing tendency. 

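In the order in which the text lists the lncRNAs measured by qPCR, the first is an intergenic transcript of 2 exons on chromosome 1 from 2416202. It had 0.170 ± 0.0760 FPKM (SD, n = 3) in CK and 5.89 ± 0.389 FPKM (SD, n = 3) in GLY, a log2 fold change of 2.56 (limma, standard error 0.162, adjusted p = 0.00191). The second, an antisense transcript of 1073 bases on chromosome 4 from 22236669, was listed at 0 in all CK libraries and had an FPKM of 1.07, 0.876 and 0.837 in GLY1 to GLY3, a log2 fold change of 0.95 (limma, standard error 0.193, adjusted p = 0.0452). The third, an antisense transcript on chromosome 4 from 30499347, had 1.80 ± 0.366 FPKM (SD, n = 3) in CK and 0.387 ± 0.120 FPKM (SD, n = 3) in GLY, a log2 fold change of -1.01 (limma, standard error 0.195, adjusted p = 0.0388). The fourth, an intergenic transcript of 233 bases on chromosome 1 from 26959524, had an FPKM of 2.28, 1.19 and 1.34 in CK1 to CK3 and was listed at 0 in all GLY libraries, a log2 fold change of -1.36 (limma, standard error 0.229, adjusted p = 0.0276). When single libraries were left out, the highest adjusted p (limma) was 0.0145 for the first, 0.133 for the second, 0.114 for the third and 0.0849 for the fourth, so that the first stayed under 0.05 in all 6 of those fits.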

The expression of the other three lncRNAs were consistent with sequencing analysis.

**Fig. 7:**
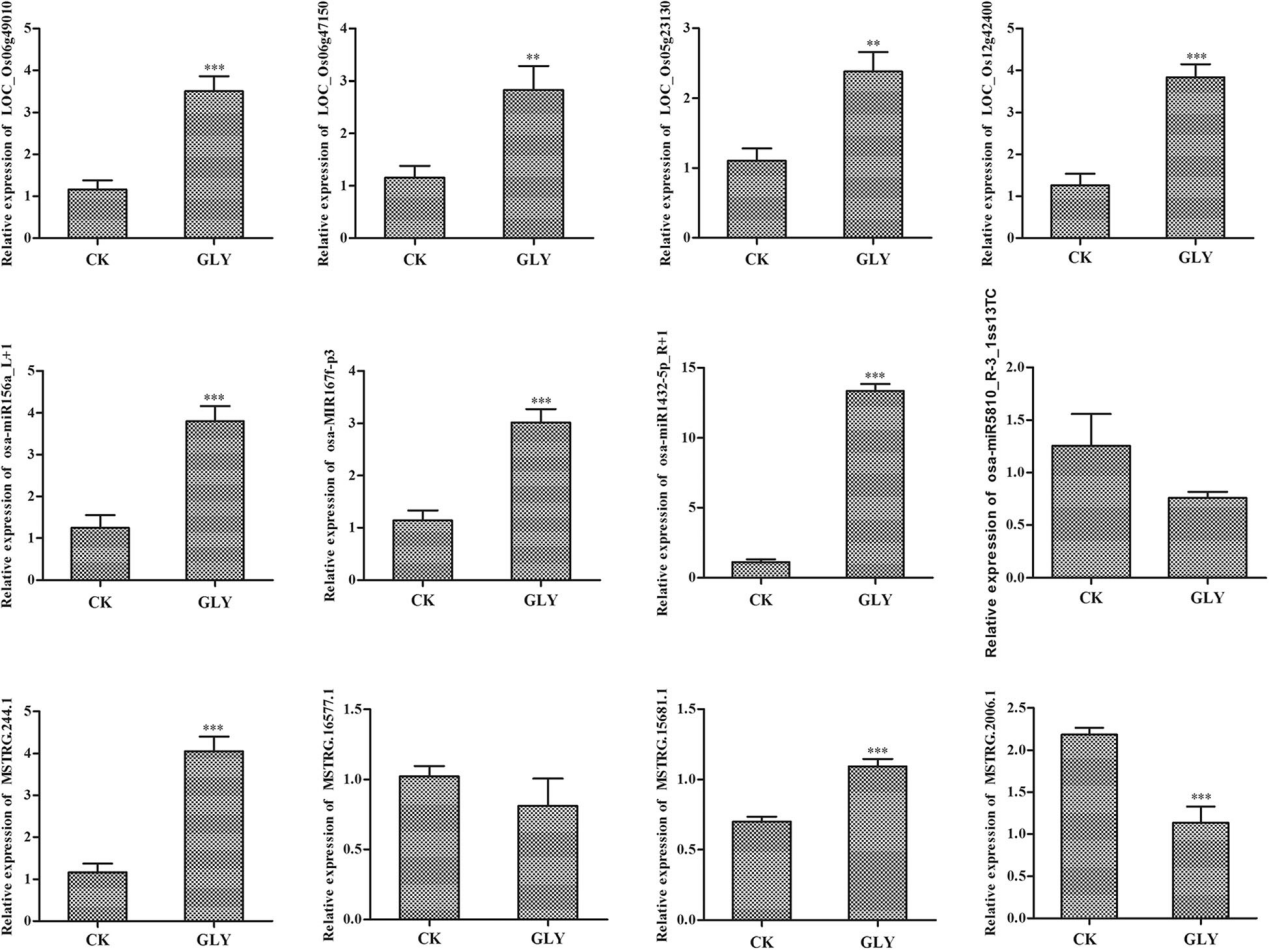
Expression level of key mRNAs, miRNAs and lncRNAs determined by qPCR. **P < 0.01; ***P < 0.001

## Discussion

To better understand the global gene expression and the potential regulatory mechanisms involved in the adaptive responses to glyphosate application in rice, systematic and integrated analyses of transcriptome and degradome based on high-throughput sequencing technology were performed. In this study, 1197 genes, which included 598 up-regulated genes and 599 down-regulated genes, showed significantly different expression in the leaves of GLY compared to that of CK. These genes were found to be implicated in various biological processes, including peroxidase activity, glutathione metabolic, hormone-mediated signaling pathway, which were the biological processes involved in the detoxification of plant response to stress factors, such as drought, salinity and temperature [29, 30]. Peroxidases are involved in various physiological processes, for example, abiotic stresses. They function by mediating cell elongation to control cell growth, and they play crucial roles in the synthesis and metabolism of auxin, ethylene, flavonoids and secondary metabolites [31, 32]. In plants, the roles of glutathione peroxidases in detoxification has been demonstrated in many species and under different stress factors [32, 33]. Ahsan et al. using proteomic approach, demonstrated that oxidative stress was generated with glyphosate application in rice. Antioxidant enzymes (glutathione S-transferase, peroxidases and so on) accumulated to help protect the plants from the adverse stress of glyphosate [34]. Chlorophyll content is one of the important indices of physiological metabolism in plants. Glyphosate inhibits the synthesis of aromatic amino acids by inhibiting the shikimic acid pathway, leading to reduced chlorophyll content in plants [35, 36] [37]. 

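The GO annotation of the gene table gives 12 genes for the aromatic amino acid family biosynthetic process, of which 3 are also annotated to the chloroplast stroma and 2 of those passed the filter. LOC_Os12g34874, a bifunctional 3-dehydroquinate dehydratase/shikimate dehydrogenase gene on chromosome 12 from 21230026 to 21235123, had 5.04 ± 0.342 FPKM (SD, n = 3) in CK and 9.42 ± 0.471 FPKM (SD, n = 3) in GLY. Its log2 fold change was 0.79 (limma, standard error 0.0904, adjusted p = 0.00377), under the fold change threshold of 1. It was 1.48 with the library-size covariate (adjusted p = 0.702). The second gene, LOC_Os01g27750, had a log2 fold change of 0.39 (limma, adjusted p = 0.0763). The 3 transcripts of LOC_Os12g34874 had log2 fold changes of 0.41, 0.67 and 0.72, and their CK and GLY values overlapped (limma, adjusted p = 0.353, 0.270 and 0.476).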

In the present study, only the up-regulated DEG *LOC_Os12g34874* (*LOC_Os12g34874.1*; *LOC_Os12g34874.2*; *LOC_Os12g34874.3*) were implicated in both GO:0009073~aromatic amino acid family biosynthetic processes and GO:0009570~chloroplast stroma. The most famous glyphosate stress-responsive gene *EPSPS* (*LOC_Os06g04280*) was also detected in this study. Although the expression of *LOC_Os06g04280.1* showed an increased trend (1.00-fold) in GLY samples than that in CK samples, it was not a significant DEG based on the preset significance threshold, which indicated that there might be other significant genes in response to glyphosate stress.

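*EPSPS* (LOC_Os06g04280), on chromosome 6 from 1816175 to 1819804, has a single transcript in the table, LOC_Os06g04280.1, with 8 exons. Its FPKM was 4.78, 4.48 and 2.87 in CK1 to CK3 and 11.0, 11.6 and 10.1 in GLY1 to GLY3, with means of 4.04 ± 1.03 (SD, n = 3) and 10.9 ± 0.784 (SD, n = 3). The log2 fold change of the gene was 1.26 (limma, standard error 0.175, adjusted p = 0.00612), and as 1 of 32721 transcripts it had an adjusted p of 0.0245 (limma). When each library was left out in turn, the log2 fold change lay between 1.08 and 1.37, with an adjusted p (limma) between 0.00951 and 0.0272 for the gene and between 0.0544 and 0.0847 for the transcript, which was over 0.05 in all 6 of those fits. For the gene it was 1.07 with median-of-ratios scaling. The fitted log2 fold change of the gene was -0.013 with the library-size covariate (adjusted p = 1.00) and the fold change of the transcript was 1.00.

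**Figure D2:**
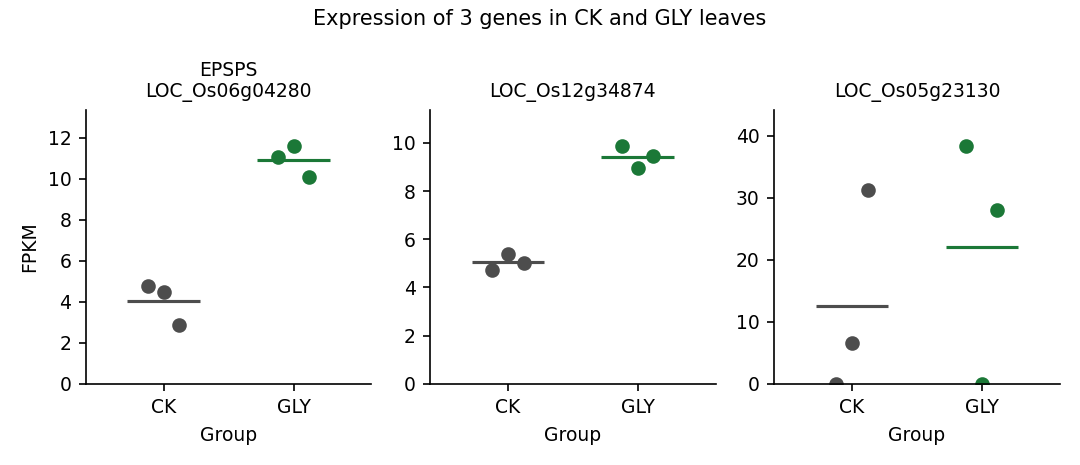
FPKM of *EPSPS* (LOC_Os06g04280), LOC_Os12g34874 and LOC_Os05g23130 in each library (points) with the group means (lines), for CK and GLY leaves. The values of *EPSPS* lie between 2.87 and 4.78 FPKM in CK and between 10.1 and 11.6 FPKM in GLY, while those of LOC_Os05g23130 overlap between the groups.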

Recent advances in plant miRNA research have been possible due to advancements in high-throughput sequencing. Plant miRNAs play crucial roles in biotic and abiotic stress responses, including in drought [38] and salt stress [39]. In the present study, 385 known miRNAs from 59 miRNA families and 94 novel miRNAs were identified from GLY and CK samples, and most of them were 21 nt in length, followed by 22 nt and 24 nt. In addition, the degradome sequencing analysis was used to identify miRNA targets, and this technology has been widely used in many plants. One degradome library containing all the six samples was constructed, and 32 target genes were subsequently identified, for example, *SPL12* was identified as a target of osa-miR156a_L + 1.

miR156 is a highly conserved member of the miRNA family in plants, and is involved in regulating plant development [40]. Changes to plant morphology were observed when miR156 was over-expressed in Arabidopsis [41], rice [42] and maize [43], indicating its role in plant development. Cui et al. reported that miR156 was induced to maintain its juvenile state for a long time under stress, and that miR156 was inhibited under favorable conditions to accelerate the development transition [44]. In addition, plant sensitivity to stress increased when the miR156 signaling pathway was blocked, which was reversed when miR156 was over-expressed in Arabidopsis and rice. This effect of miR156 was found to be related to the miR156-SPL9-DFR pathway [44]. Yin et al. revealed that miR156/SPL9 mediated an immune response through the regulation of ROS accumulation and the activation of salicylic acid (SA) signaling in *Arabidopsis thaliana* [45]. Ge et al. showed negative regulation of miR156 to brown planthopper tolerance in rice, mainly by decreasing the jasmonic acid (JA) signaling. The authors suggested that miR156-SPL pathway might be involved in regulating JA biosynthesis [46]. The SPL (squamosa promoter-binding like) family of transcription factors are plant-specific and share a highly conserved DNA-binding domain of approximately 78 amino acid residues, which affect a broad range of plant physiology and developmental events, including embryogenesis, shoot and leaf development, and flowering [47, 48]. A total of 19 *SPL* genes divided into six subgroups were identified in rice [49]. Currently, six rice *SPLs* (*OsSPLs*) have been identified, including *OsSPL6*, *OsSPL8*, *OsSPL13*, *OsSPL14*, *OsSPL16*, and *OsSPL12*, which are implicated in rice grain size and shape (*OsSPL13* and *OsSPL16*) [50, 51], panicle branching and plant architecture (*OsSPL6*, *OsSPL8* and *OsSPL14*) [52–54], and crown root development (*OsSPL12* and *OsSPL13*) [55]. To the best of our knowledge, there are no reports on the role of miR156-*SPL12* in rice in response to glyphosate. Hence, we speculate that the regulation of *OsSPL12* by OsmiR156 might be associated with response generation to glyphosate application. Several lncRNAs (eg., MSTRG.244.1 and MSTRG.16577.1) and *SPL12* interact through competition with osa-miR156 based on the lncRNA-miRNA-mRNA regulatory network. Despite the function of lncRNAs has just begun to be recognized in plants, plant lncRNAs are reportedly involved in photomorphogenesis, auxin transport and flowering [24, 25]. For instance, lncRNAs COLDAIR and COOLAIR mediate flowering time, probably by regulating the FLOWERING LOCUS C (*FLC*) in Arabidopsis [26, 27]. Therefore, we suggest the presence of a potential ceRNA mechanism in response to glyphosate stress in rice involving osa-miR156, lncRNAs (e.g., MSTRG.244.1 and MSTRG.16577.1) and *SPL12*. In the current study, *SPL12* was enriched in DNA binding, regulation of transcription, and metal ion binding. Kang et al. suggested that various signaling pathways were implicated in leaf growth and development in response to different stress, including photosynthesis, signal transduction, transcription and so on [56]. Metal ion concentration in tissues may affect the presence and transfer of glyphosate in tissues due to the chelating nature of glyphosate [57]. Studies had showed that the formation of metal−glyphosate complexes could affect the herbicidal effect of glyphosate [58]. Yang et al. uncovered that *ApY2SK2* and *ApSK3* dehydrin genes could enhance plant stress tolerance probably by regulating ROS metabolism and metal ions binding [59]. Hence, we speculate that MSTRG.244.1/ MSTRG.16577.1- osa-miR156- *SPL12* might take part in the responses of rice to glyphosate stress probably by regulating transcription and metal ions binding. Despite of the novel findings, there were still some limitations in the current study. Our study preliminarily analyzed and determined the expression of several mRNAs, miRNAs and lncRNAs, and predicted potential ceRNA axis. Thus, further experiments, including quantitative PCR, dual luciferase reporter assay, as well as functional experiment are needed to validate the expression of more genes, regulatory relationships and their possible roles in response to glyphosate-stress in rice.

## Conclusion

To the best of our knowledge, this is the first study to report on an integrated analysis of responses of mRNAs, lncRNAs, and miRNAs to glyphosate-stressin rice. We identified several lncRNAs (e.g., MSTRG.244.1 and MSTRG.16577.1) and *SPL12* that interact through competition for osa-miR156, which might be a potential ceRNA mechanism in response to glyphosate stress in rice by regulating transcription and metal ions binding. These findings mayprovide a theoretical basis for breeding glyphosate-tolerant rice varieties and for further research on the biogenesis of glyphosate-tolerance in rice.

## Methods

### Plant materials and treatment

The glyphosate-resistant rice CA21 and the glyphosate-sensitive rice P1003 were used in this research work. The glyphosate-tolerant rice CA21 was developed by Institute of Crop and Nuclear Technology Utilization, Zhejiang Academy of Agricultural Sciences, which was obtained by mutagenizing of Zhejing30 with 350 Gy 60Co-γ radiation and with 0.5–1% ethyl methane sulfonate (EMS) and then multi-generation hybridizing and backcrossing with P1003. The glyphosate-sensitive rice P1003 was obtained from RiceTec Inc. They were planted in 60 × 30 cm bowls. Glyphosate (100% glyphosate powder, Zhejiang Xin ‘an Chemical Group Co., Ltd.) with an effective spray dose of 2 mg·ml^− 1^ to treat the rice seedlings at the third-leaf stage. Once all the P1003 plants died, the leaves from CA21 that were sprayed with 2 mg ml^− 1^ glyphosate (GLY) and those plants without any treatment (CK) were collected for high-throughput sequencing analysis. The experiments were conducted in the greenhouse of the Institute of Crop and Nuclear Technology Utilization, Zhejiang Academy of Agricultural Sciences in November 2017. Three replications were maintained for each group.

### Determination of physiological indicators

Leaves of the CA21 and P1003 were collected on the third day after glyphosate treatment, and were used in the determination of shikimic acid, malondialdehyde (MDA), and glutathione transferases (GSTs) levels. The standard curve of shikimic acid was developed using the method described by Ye et al. [28]. Light absorption was determined at 380 nm using a 756 UV-Visible spectrophotometer (Shanghai Lingguang Technology Instrument Co. Ltd.), followed by the estimation of shikimic acid content based on the standard curve. MDA and GST levels were determined using the MDA kit (Suzhou Keming Biotechnology Co. Ltd) and GST assay kit (Suzhou Keming Biotechnology Co. Ltd), and following manufacturer instructions. Three replications were maintained and the mean value was used to represent the final levels of each physiological indicator.

### RNA isolation

TRIzol® reagent (Invitrogen) was used for Total RNA extraction from each sample. RNA quality and purity were determined by using the Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with a RIN number > 7.

### cDNA library construction, sequencing and analysis

Ribosomal RNA was depleted as per the instructions provided in the Epicenter Ribo-Zero Gold Kit (Illumina, San Diego, USA). The cDNA libraries were created following fragmentation of the poly(A)−/(A) + RNA fractions, reverse-transcription. Paired-end sequencing was conducted on an Illumina HiSeq 4000 (LC-Bio, China). The reads with adaptor contamination, low quality and undetermined bases were removed, followed by quality verification using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We used Bowtie 2 [60] and TopHat2 [61] to map reads to the genome of Nipponbare rice Reference Genome (IRGSP build 5.0). The mapped reads of each sample were assembled using StringTie [62]. After the final transcriptome was generated, Ballgown [63] was used to estimate the expression levels of all transcripts. The raw data was available at NCBI Gene Expression Omnibus (GEO) repository with Accession Number GSE142323.

### LncRNA identification

Transcripts that overlapped with known mRNAs and transcripts shorter than 200 bp were discarded. Long non-coding RNA (lncRNA) prediction was performed for the remaining transcripts using CPC [64] and CNCI [65], which are used to predict transcripts with coding potential. All transcripts with CPC score < − 1 and CNCI score < 0 were removed. The remaining transcripts were considered as lncRNAs.

### miRNA identification

sRNAs were ligated to 3′- and 5′-adaptors using T4 RNA ligase. The construction of sRNA library was completed using approximately 1 μg total RNA and following the protocol of TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, USA), and single-end sequencing (36 bp) on an Illumina HiSeq 2500 (LC-Bio, China). Raw data were processed to remove the adaptor sequences, and short sequences with base length less than 18 nt were eliminated. Sequences with low complexity, and those remaining were matched to ribosome RNA (rRNA), transport RNA (tRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), as well as other repetitive sequences using ACGT101-miR (LC Sciences, Houston, Texas, USA). The known miRNAs and novel miRNAs were identified by mapping the unique sequences to specific species precursors in miRBase 20.0 (http://www.mirbase.org/). The raw data of miRNA-Seq was available at NCBI GEO repository with Accession Number GSE142110.

### Degradome library construction, sequencing and analysis

The degradome library was constructed using approximately 20 μg of total RNA according to a previously described method [66], with several modifications. The poly(A) + RNA was mixed and annealed using biotinylated random primers. RNAs with 5′-monophosphates were ligated to 5′ adapters. Libraries were single-end sequenced (36 bp) using the 5′ adapter only on an Illumina HiSeq 2500 (LC-Bio, China). The sequencing data was analyzed using CleaveLand3.0 [67]. The degradome reads were matched to transcriptome to generate the degradome density file using script “CleaveLand3_map2dd.pl” [67]. In addition, the targeted mRNA sequences of the miRNAs were predicted using TargetFinder software [68]. The overlapped mRNAs of the predicted target mRNAs and the mRNAs in degradome density file were considered as the target genes of the miRNAs. The raw data of degradome-Seq was available at NCBI GEO repository with Accession Number GSE142265.

### Differential expression and functional enrichment analyses

In order to compare the expression levels of mRNA, lncRNA and miRNA between GLY and CK, the DESeq in R package was used [69]. Differentially expressed mRNAs/lncRNAs/miRNAs were screened with a threshold value of |log fold change (FC)| ≥ 1, and *P* value < 0.05. Besides, a hypergeometric test in clusterProfiler (version:3.8.1, http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html) was performed to assess enrichment of the Gene ontology (GO) terms and KEGG pathways in differentially expressed mRNAs or the target genes of lncRNA/miRNA. We selected the terms with *P* value < 0.05 as significantly enriched.

### Integrated analysis

Pearson correlation coefficient of lncRNA and mRNA were calculated using the corresponding matrix data, and followed by a correlation test. According to the competing endogenous RNAs (ceRNA) mechanism, significant positively correlated co-expression of lncRNA-mRNA were screened at a correlation coefficient r > 0.95 and *P* value < 0.001. In addition, the significantly differentially expressed miRNA-mRNA interactions in the degradome, and the differentially expressed miRNAs in the sRNA library were screened. The lncRNA-miRNA-mRNA interactions were integrated based on the miRNA-mRNA pairs in the degradome, and the differentially expressed miRNAs in the sRNA library (*P* < 0.1, this threshold value was selected to better integrate the data from the transcriptome, sRNA, and the degradome) and the co-expressed lncRNA-mRNA pairs. The lncRNA-miRNA-mRNA regulatory network was visualized using Cytoscape [70] (version 3.4.0, http://chianti.ucsd.edu/cytoscape-3.4.0/).

### Quantitative PCR (qPCR)

Based on the results of sequencing analysis, the expression of several mRNAs, lncRNAs and miRNAs were verified in CK samples and GLY samples. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. The optical absorbance ratio at 260/280 nm was measured using Scandrop 100 (Analytic Jena, Germany) to determine the concentration and quality of the RNA. Complementary DNA (cDNA) was synthesized was generated using a TUREscript First-Strand cDNA Synthesis Kit (Aidlab, China). Real-time qPCR was performed to validate gene expression using 2 × SYBR® Green Supermix on an analytikjena-qTOWER2.2 PCR System (Analytik Jena, Germany) with the following thermal cycling conditions: 95 °C for 3 min, followed by 39 cycles at 95 °C for 10 s and 60 °C for 30 s. The melting curve was analyzed from 60 °C to 95 °C at an increment of 1 °C/cycle, holding time 4 s. The specific primer pairs of the validated genes are shown in Supplementary Table S12. The relative quantification of gene expression was based on the comparative CT (2 − ^ΔΔCT^) method [71]. Statistical analysis was performed using GraphPad Prism 5 (GraphPad Software, San Diego, CA, USA). Data were presented as mean ± standard deviation (SD), with a statistical significance of *P* < 0.05.

## Supplementary information

**Additional file 1 : Figure S1** The distribution of the unique mapped reads.

**Additional file 2 : Figure S2** Types and proportions of lncRNAs.

**Additional file 3 : Table S1** Sequence read statistics based on alignment to a Reference Genome.

**Additional file 4 : Table S2** Statistics of gene expression values for each sample.

**Additional file 5 : Table S3** Statistics of novel lncRNAs in each sample.

**Additional file 6 : Table S4** Statistics of differentially expressed lncRNAs.

**Additional file 7 : Table S5** mRNA-lncRNA interaction analysis.

**Additional file 8 : Table S6** Length distribution of unique miRNAs.

**Additional file 9 : Table S7** Summary of known and predicted miRNAs.

**Additional file 10 : Table S8** Venn analysis of detected miRNAs.

**Additional file 11 : Table S9** Statistics of differentially expressed miRNAs.

**Additional file 12 : Table S10** Significant degradome results.

**Additional file 13 : Table S11** Positively correlated lncRNA-mRNA co-expression pair.

**Additional file 14 Table S12** Specific primer pairs of the validated mRNAs, miRNAs and lncRNAs.

## Data Availability

The raw data for samples used in this analysis have been deposited in the NCBI Gene Expression Omnibus (GEO) repository with Accession Number GSE142323, GSE142266 (subseries GSE142110 and subseries GSE142265). The data in GEO repository are scheduled to be publicly-available on: Dec, 2022. The data are also available at https://pan.baidu.com/s/1Lvni1J3bkjejFWEau9HYbw (transcriptome-seq) and https://pan.baidu.com/s/1PToyC1JDn0uY6mvHW0tY9g (degradome-seq;miRNA-Seq), and the extraction code can be obtained from the corresponding author upon reasonable request.

## Abbreviations

ARF18: Auxin response factor 18
BP: Biological process
CC: Cellular component
cDNA: Complementary DNA
ceRNA: Competing endogenous RNAs
CK: CA21 plants with no spray
DEGs: Differentially expressed mRNAs
DELs: Differentially expressed lncRNAs
DEMs: Differentially expressed miRNAs
EMS: Ethyl methane sulfonate
EPSPS: 5-enolpyruvylshikimate-3-phosphate synthase
FLC: FLOWERING LOCUS C
GAT: Lyphosate acetyltransferase
GEO: Gene expression omnibus
GLY: CA21 sprayed with 2 mg·ml^− 1^ glyphosate
GO: Gene ontology
GOX: Oxidoreductase
GSTs: Glutathione transferases
JA: Jasmonic acid
LncRNAs: Long ncRNAs
MDA: Malondialdehyde
MF: Molecular function
ncRNA: Non-coding RNAs
NFYA10: Nuclear factor Y, subunit A10
qPCR: Quantitative polymerase chain reaction
rRNA: Ribosome RNA
SD: Standard deviation
snoRNA: Small nucleolar RNA
snRNA: Small nuclear RNA
SPL: Squamosa promoter-binding-like protein
sRNA: Small RNA
tRNA: Transport RNA

How the deposited data were processed for this re-analysis (not part of the article)

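Leaf RNA of CA21 plants was sequenced in 6 libraries, 3 from plants sprayed with glyphosate at 2 mg ml^− 1^ (GLY1, GLY2 and GLY3) and 3 from unsprayed plants (CK1, CK2 and CK3). The authors depleted ribosomal RNA, sequenced paired-end reads, removed reads with adaptors, low quality or undetermined bases, mapped the rest with Bowtie 2 and TopHat2 to the Nipponbare genome with the MSU gene models, and assembled and quantified transcripts with StringTie and Ballgown. The authors deposited FPKM values per gene and per transcript for each library, normalized for length and for mapped fragments, and replicates were not pooled. The deposited transcript table also holds the read coverage per base of each transcript, which is not divided by depth. Entries at 0 in all 6 libraries are absent from the tables. The paper names DESeq among the authors' methods for differential expression, a count model that was not used here because the values are FPKM. Its log2 fold changes for the 131 listed lncRNAs equalled those of a linear model with the library-size covariate of Ballgown. The largest difference was 4.9e-06. Small RNA and degradome libraries were not analysed here.

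The mapped depth of each library, from the ratio of coverage to FPKM, was between 3.43 and 4.40 Gb. No counts per gene were used, so no counting error is given for single genes, and the spread between the 3 replicates gives the precision.

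The values were transformed to log2(FPKM + 1) and fitted with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, with the 2 groups and no covariate. Gene entries and transcripts with a mean of at least 0.5 FPKM were tested, 19316 and 32721 in number, and listed lncRNAs under that mean were fitted without the filter. Calls were made at an absolute log2 fold change of at least 1 and P under 0.05, the paper's threshold, and the number at a Benjamini-Hochberg adjusted p under 0.05 is given with it. All tests of fold changes were two-sided. Gene sets were tested with camera (inter-gene correlation 0.01) and fry, GO terms and KEGG pathways among the called genes with one-sided Fisher's exact tests, and single values per library with exact permutation tests, whose smallest p for 3 libraries against 3 is 0.1. Co-expression pairs were counted at a Pearson r above 0.95 and P under 0.001. The GO, KEGG and description columns of the deposited gene table supplied the gene sets and names.

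The genes named in the text are those the paper names, and, by a rule set before the data were examined, the 5 with the largest rise and the 5 with the largest fall among the 1556 entries with an absolute log2 fold change of at least 1, an adjusted p under 0.05 and no overlap between CK and GLY. LOC_Os09g17740, LOC_Os06g01210 and LOC_Os01g27750, and the GO terms and pathways that the paper does not name, were chosen after their values were seen.

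The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a minimum mean of 1 FPKM, median-of-ratios scaling, the library-size covariate of Ballgown in an ordinary linear model, no moderation of variances, the replicate number as a block, and each library left out in turn. For gene sets fry was an alternative to camera, for detected genes and specific lncRNAs other minimums of FPKM, and for co-expression the log2 scale and subtraction of the group means. The library-size covariate without the filter, the separate counts of annotated genes, the Fisher's exact tests of terms, the windows around lncRNAs and the set of aromatic amino acid pathway genes were added after seeing the data. The set of aromatic amino acid pathway genes was first tested with *EPSPS* in it, and *EPSPS* was then taken out because the set was to be compared with *EPSPS*.

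The fit was tested on simulated data for 18714 genes, 200 of them changed by a known amount. At the adjusted p threshold 156 of the 200 (78.0%) were recovered, with 10 false calls. The share first set as the target was higher and was not met. All 83 changed genes with a replicate SD under 0.2 were recovered, as were 73 of the 117 with a larger SD, and the target was then replaced by one for genes with a small SD. In the same simulation, the library-size covariate fit recovered 30, the fit without moderation 108 and the fit with the replicate block 87, with 4, 4 and 5 false calls. At the paper's threshold, the numbers were 187 recovered with 160 false calls for the fit used here, 180 with 105 for the library-size covariate, 183 with 104 without moderation and 188 with 192 with the replicate block. The groups were simulated without any difference beyond the 200 changed genes. The correlation of 0.988 between the covariate and the treatment in the data was not built in. The numbers for the library-size covariate therefore do not tell how that fit performs on the data.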

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

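The test of antisense transcripts was chosen before its result was seen, and the tests of median-of-ratios scaling and of summed FPKM for the neighbouring ribonuclease genes were chosen after the rises had been seen.

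The 5 genes with the largest rise in GLY are genes the paper does not discuss. Their log2 fold changes were 6.56 for LOC_Os09g36700, 6.38 for LOC_Os09g36680, 5.79 for LOC_Os02g09940, 5.18 for LOC_Os04g47360 and 5.03 for LOC_Os02g37690, and each was higher in 3 of 3 GLY libraries than in any CK library (highest adjusted p of the 5 = 1.82e-04, limma). A shift in scaling between the groups is argued against, since with median-of-ratios scaling the lowest of the 5 log2 fold changes was 4.91. LOC_Os09g36700 and LOC_Os09g36680 are neighbouring ribonuclease T2 genes, and reads could have been divided between them. Their summed FPKM rose by 6.49 on the log2 scale, which the rise of each gene already implies, so this decides nothing on shared reads. How much of the rise belongs to each gene stays open. LOC_Os02g09940 and LOC_Os02g37690 were listed at 0 in the 3 CK libraries, and failed estimates of the quantification were not excluded for them. A response to glyphosate stays open as a biological explanation for the 5 genes.

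Of the 1734 gene entries called, 386 hold no annotated transcript, 267 of them higher and 119 lower in GLY. Of these, 34 hold a lncRNA that Supplementary Table S4 lists, 20 of them one listed as differentially expressed and 10 one of the network, and the other 352 hold none. Which of the 352 are among the paper's other lncRNAs was not analysed here. The 386 entries included 198 entries of intergenic transcripts and 96 of transcripts antisense to a gene, and the rest had other or mixed class codes. Some antisense signal may follow the gene on the other strand, by leakage from the wrong strand or by shared regulation. Of 882 antisense transcripts with a tested gene on the other strand, 540 (61.2%) changed in the same direction as that gene, against a mean of 50.3% and at most 56.5% in 10000 random pairings. Where the antisense transcript had P under 0.05, the share was 70.6% of 187, with no limit on the P of the gene on the other strand. The median antisense FPKM was 8.86% of the FPKM on the other strand. This is in line with such a relation for part of the antisense entries. It does not tell leakage from shared regulation. It says nothing of the 198 intergenic entries or of the entries with other class codes. For these, no technical explanation was tested and a response to glyphosate stays open.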

How the results depend on the processing

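Of the alternatives, the library-size covariate without the filter, the higher minimum for listed lncRNAs and every count of called genes listed at 0 were chosen after seeing the data, and the others were set before the data were examined. The causes of the changes below were not tested unless the text names one. Numbers of listed lncRNAs that passed are of those in the listed direction.

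A minimum mean of 1 FPKM and the fit without moderation changed the direction or the side of the adjusted threshold of none of the tested results they were applied to (32 and 38), and both gave numbers of differentially expressed genes and transcripts within 1.5 times those reported. With the higher minimum, 13 listed lncRNAs in place of 21 were called at the paper's threshold, and 13 called annotated genes in place of 23 were listed at 0 in CK and 30 in place of 47 in GLY. Single genes and lncRNAs under the higher minimum, and gene sets without moderation, had no value there. Under every alternative, the 5 rises and the 4 falls named in the text other than that of LOC_Os10g36703 had the direction reported.

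With a pseudocount of 0.1, the differentially expressed genes numbered 3227, with 2491 genes higher in GLY, 736 genes lower in GLY and 2523 genes with an adjusted p under 0.05, and the differentially expressed transcripts numbered 5059 in place of 3044. A smaller pseudocount enlarges the fold changes of low values by construction. Without the filter, 962 transcripts with an adjusted p under 0.05 were called in place of 1601, with 57680 tested in place of 32721, and 1 of the 4 genes measured by qPCR passed in place of 2, with *SPL12* no longer past the adjusted threshold. The difference of the set median from that of all genes changed sign without the filter for peroxidase activity (-0.035) and zeatin biosynthesis (-0.061). With median-of-ratios scaling, 1 of the 4 qPCR genes (*ARF18*) had an adjusted p under 0.05, the median of all genes was 0.04 in place of 0.20, and 903 calls were higher and 679 lower in place of 1271 and 463. With fry, the degradome target genes as a set (0.081) had an adjusted p of 0.00329. Of the 12 other sets, 10 passed in place of 1, the proteasome genes.

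With the library-size covariate, 1137 differentially expressed genes (662 genes higher in GLY) and 1931 differentially expressed transcripts were called, and 0 of either had an adjusted p under 0.05. All 131 listed lncRNAs had P under 0.05 in their listed direction, 131 were called at the paper's threshold and 131 passed when adjusted over the list alone, but 0 over all transcripts. The fit with the covariate gave the paper's log2 fold changes for the list, with a largest difference of 4.9e-06. Its counts over the list thus repeat the paper's selection and are no independent evidence. Of the called annotated genes, 13 were listed at 0 in CK. Of the qPCR genes 0 and of the sets other than the degradome target genes 0 passed the adjusted threshold. The log2 fold change was -0.013 for *EPSPS* LOC_Os06g04280, -0.39 for *SPL12* LOC_Os06g49010, 5.54 for LOC_Os10g36703 and -0.0090 for LOC_Os06g49010.4, each reversed. It was 1.48 for LOC_Os12g34874 (adjusted p = 0.702) and 1.91 for LOC_Os06g49010.3, with adjusted p values over 0.05. With this covariate and no filter, 727 genes were called higher and 1299 lower, and 0 genes and 0 transcripts had an adjusted p under 0.05 (1717 annotated genes and 1785 annotated transcripts had P under 0.05). Of the called annotated genes, 13 were listed at 0 in CK and 151 in GLY. All 131 lncRNAs were again called, 131 over the list alone and 0 over all transcripts. Again 0 qPCR genes and 0 of the sets other than the degradome target genes passed. *EPSPS* was at -0.013, LOC_Os06g49010 at -0.39, LOC_Os10g36703 at 5.54, LOC_Os06g49010.4 at -0.0090, LOC_Os12g34874 at 1.48, LOC_Os06g49010.3 at 1.91 and the peroxidase activity set at -0.017, and 4439 co-expression pairs passed. The covariate has a correlation of 0.988 with the treatment and a variance inflation of 42.6 at the gene level, so the fit can hardly separate it from the treatment. Of 44 results with a test, 26 lost an adjusted p under 0.05 and 4 reversed with the covariate and the filter, and 25 and 5 did without the filter.

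The replicate numbers do not pair the libraries, as the deviations of CK and GLY libraries with the same number had correlations of 0.0035, 0.0099 and 0.0060. With the replicate number as a block, 1339 genes with an adjusted p under 0.05 and 82 such transcripts were called, 15 lncRNAs passed over the list alone, 0 lncRNAs over all transcripts and 1 qPCR gene (*ARF18*), and LOC_Os06g49010.3 had a log2 fold change of 1.69 (adjusted p = 0.0836). In total 14 of 44 results lost an adjusted p under 0.05 with the block, which has fewer residual degrees of freedom.

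When each library was left out in turn, between 1461 and 1610 genes with an adjusted p under 0.05 and between 629 and 928 transcripts with an adjusted p under 0.05 were called. Of the called annotated genes, between 24 (without GLY2) and 46 (without CK2) were listed at 0 in the CK libraries of the fit, and between 59 (without CK2 or CK3) and 73 (without GLY1) in its GLY libraries. Between 44 (without CK1) and 115 (without CK3) lncRNAs had the listed direction, between 5 and 8 passed over all transcripts, and 1 qPCR gene (*ARF18*) passed, or 2 (with *SPL12*) without CK1. Between 4 and 12 pairs of the network and between 1118 and 1424 pairs of all lncRNAs and transcripts passed. Fewer samples lower the number past P under 0.001 at the same r. LOC_Os05g23130 and its transcript LOC_Os05g23130.1 lay between -0.58 and 2.44, reversed to -0.58 without CK1 and to -0.21 without GLY1. The value of transcript LOC_Os06g49010.1, at most 0.017, reversed to -0.0043 without CK1 or CK2, to -0.0018 without GLY1 and to -0.0011 without GLY3, and LOC_Os06g49010.4, at most at 0.0030, went to 0 without GLY2. Without GLY3 the set of glutathione S-transferases was at -0.018 (highest 0.20) and zeatin biosynthesis at -0.0037 (highest 0.57). Of 44 results with a test, between 9 and 12 lost an adjusted p under 0.05 in each of these fits. Some other sets with medians near that of all genes, chloroplast stroma among them, also changed sign between alternatives, and not all did. No direction is given for those that did. The degradome target genes as a set lay between 0.030 and 0.20 over the alternatives without the library-size covariate.

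The difference in detected genes was 642 at a minimum of 0.1 FPKM and 1440 at a minimum of 1 FPKM, in place of 787. With group means subtracted, 0 network pairs and 183 pairs of all lncRNAs and transcripts passed. Of the 131 listed lncRNAs, 72 have a mean under 0.5 FPKM.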

Differences from the paper's values

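In the counts of annotated genes, 1004 were higher in GLY against the paper's 598, and 344 were lower against the paper's 599. Of the alternatives set before the data were examined, median-of-ratios scaling (702) and the library-size covariate (545) came within 1.5 times the paper's number of higher genes, and median-of-ratios scaling (516) and a pseudocount of 0.1 (519) within 1.5 times its number of lower genes. The other alternatives set before the data were examined did not, the library-size covariate with 389 lower genes among them. The library-size covariate without the filter, chosen after seeing the values, gave 595 higher and 599 lower.

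Of the called genes, 23 were listed at 0 in CK against the paper's 13 specific to GLY, and 47 were listed at 0 in GLY against the paper's 151 specific to CK. A minimum mean of 1 FPKM and the library-size covariate each gave 13 genes listed at 0 in CK. None of the alternatives set before the data were examined came near the paper's number specific to CK, the highest count being 73 without GLY1. The library-size covariate without the filter, chosen after seeing the values, gave 13 and 151. Of these 151 genes, 118 had an FPKM above 0 in 1 CK library only.

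At the paper's threshold and in its direction, 21 listed lncRNAs were called against the paper's 131, 10 up against the paper's 33 and 11 down against the paper's 98. With the library-size covariate, an alternative set before the data were examined, the counts were 131, 33 and 98, and with the same covariate and no filter, chosen after seeing the values, they were the same. None of the other alternatives closed the gap. In the comparison without the covariate, 33 of the 131 lay in the direction opposite to the paper's.

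The log2 fold changes of the lncRNAs of the network differed from those in the paper's Supplementary Table S4. They are given by chromosome and start. For those listed as up-regulated, the value was 1.90 against the paper's 4.03 on chromosome 2 from 345039, 1.11 against the paper's 1.39 on chromosome 1 from 23541591, 1.30 against the paper's 2.16 on chromosome 3 from 25804358 and 1.28 against the paper's 1.89 on chromosome 11 from 27757439. It was 1.53 against the paper's 1.97 on chromosome 5 from 24573588, 0.95 against the paper's 1.16 on chromosome 4 from 22236669 and 2.56 against the paper's 2.80 on chromosome 1 from 2416202. For those listed as down-regulated, it was -1.37 against the paper's -2.82 on chromosome 4 from 30502892, -1.01 against the paper's -3.02 on chromosome 7 from 9797390 and -1.36 against the paper's -2.87 on chromosome 1 from 26959524. It was -0.46 against the paper's -1.17 on chromosome 1 from 33691633, -1.05 against the paper's -2.17 on chromosome 7 from 20331511 and -1.01 against the paper's -2.24 on chromosome 4 from 30499347. The fit with the library-size covariate, set before the data were examined, gave values that equalled the paper's for all 13, and over all 131 listed lncRNAs the largest difference was 4.9e-06. The fit with the same covariate and no filter, chosen after seeing the values, gave the same log2 fold changes. None of the other alternatives set before the data were examined closed these gaps.

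The co-expression pairs numbered 2324 against the paper's 3759. On log2(FPKM + 1), an alternative set before the data were examined, 2770 pairs passed, which is within 1.5 times the paper's number, and subtraction of group means (183) and the fits that left out a library did not come as near. With the transcripts called by the library-size covariate without the filter, chosen after seeing the values, 4439 pairs passed.

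The fold change of *EPSPS* transcript LOC_Os06g04280.1 was 2.39 against the paper's 1.00. It was 1.00 with the library-size covariate, and the covariate without the filter, chosen after seeing the values, gave the same. Under the other alternatives set before the data were examined it lay between 2.11 and 2.71. The paper states that *EPSPS* was not a DEG at its threshold, whereas its log2 fold change of 1.26 (adjusted p = 0.00612, limma) is past that threshold here.

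The paper calls LOC_Os05g23130 a DEG with large fold changes, and its log2 fold change was 0.74 (adjusted p = 0.803, limma). The transcript was past the paper's threshold with the library-size covariate and no filter, chosen after seeing the values, with a fitted log2 fold change of 22.31 (adjusted p = 0.817). The paper calls LOC_Os12g34874 an up-regulated DEG, and its log2 fold change of 0.79 lies under the fold change threshold, while it was 1.48 and past the paper's threshold with the library-size covariate (adjusted p = 0.702). *NFYA10* (LOC_Os12g42400) is described as up-regulated by qPCR, with trends that the paper calls alike in sequencing and qPCR for its mRNAs, and its log2 fold change by sequencing was 0.25 (adjusted p = 0.375, limma).

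The paper names the cytokinin biosynthetic process, ubiquinol-cytochrome-c reductase activity, chloroplast stroma, the negative regulation of transcription, proteasome and caprolactam degradation among its enriched terms and pathways, and none of these had P under 0.05 among all calls here. By Fisher's exact test, chloroplast stroma had P = 0.0485 among the calls higher in GLY and proteasome P = 0.0047 among those lower in GLY, with adjusted p values of 1 and 0.390. Among the genes called by the library-size covariate without the filter, chosen after seeing the values, the P values of Fisher's exact test were 3.82e-04 for the cytokinin biosynthetic process, 0.00213 for ubiquinol-cytochrome-c reductase activity, 4.98e-04 for chloroplast stroma, 0.0692 for the negative regulation of transcription, 0.0364 for proteasome and 0.0165 for caprolactam degradation, with no adjusted p under 0.05. The paper also names the glutathione metabolic process and the regulation of transcription in response to stress, for which P was 1 and 0.178 among all calls, and 0.242 and 0.130 among the calls of that covariate.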

Other observations

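The tests of matched lists for the proteasome genes and of antisense transcripts over genes listed at 0 were chosen before their results were seen, and the other tests in this part after. The test of depth was changed after a first version, as told below.

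Other splits of the 6 libraries into 3 against 3 were compared with the split into CK and GLY. It was 1 of 10 splits that gave as many genes with an adjusted p under 0.05 and a log2 fold change of at least 1, with 1556 genes against 6 to 18 in the other splits. It was also 1 of 10 for transcripts (1601 against 7 to 20), 1 of 10 for listed lncRNAs with P under 0.05 (26 against 0 to 14) and 1 of 10 for the camera p of the proteasome genes (1.8e-08 against 1.76e-05 to 0.0253, which is under 0.05 in all 9 other splits). With 10 splits the share cannot fall under 0.1, so a grouping by chance cannot be excluded by this count alone.

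With the library-size covariate and no filter, 1194 annotated genes were called, of which 202 were among the 1348 called without it. For 207 of the 1194 (17.3%) the fitted sign was opposite to the difference between the group means, 139 of them called lower although higher in GLY. The fitted log2 fold change lay beyond 10 in either direction for 63 genes and reached from -26.88 to 33.88. The median size of the change of these 63 was 14.4 with the covariate and 0.99 between the group means. A candidate explanation is that the covariate nearly equals the treatment, since their correlation was 0.988. When the same covariate values were shuffled over the libraries in 50 orders with a correlation with the treatment under 0.5 in size, 0 genes lay beyond 10 in every order, with a median of 1206.5 calls. This is in line with the explanation for the extreme fitted changes. Which of the fits is nearer to the effect of glyphosate was not decided by this test.

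More genes were called higher than lower in GLY, 73.3% of the 1734 calls. A few abundant genes taking most of the FPKM were tested as the cause by the summed FPKM outside the 25 most abundant genes. It rose by 0.04 (log2 ratio 0.0415) where the median gene rose by 0.20. This does not exclude that cause, since the sum weighs the next most abundant genes most. At 50 FPKM or more the median log2 fold change was -0.07. The 25 most abundant genes held 56.8 ± 0.938% of the FPKM (SD, n = 3) in CK and 52.0 ± 0.884% (SD, n = 3) in GLY. The greater depth of the GLY libraries was first tested by the median log2 fold change of the 3489 genes with at least 10 FPKM, 0.0969 (0.10 on the log2 scale), which lay between the predictions and decided nothing. It was then tested by the share of calls among these genes, and 254 of 354 (71.8%) were higher, which argues against depth as the whole cause. A scaling shift between the groups stays open and cannot be told apart from a response of many genes. With median-of-ratios scaling the share was 57.1%, between an even division and the share without it, and such scaling assumes that most genes do not change. A response to glyphosate stays open as well.

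In 80 of 5359 genes with at least 5 FPKM in 5 or more libraries, the remaining library was listed at 0. These were 15 in CK1, 13 in CK2, 7 in CK3, 23 in GLY1, 10 in GLY2 and 12 in GLY3. They include LOC_Os09g17740 and the plastocyanin gene LOC_Os06g01210, both at 0 in GLY3. Low depth is argued against, since the lowest coverage expected at these genes from the other libraries was 17.9 reads per base. Failed estimates of the authors' quantification are a candidate explanation that stays open. Antisense transcripts over 8 of the genes, found in the other libraries of the group, were also above 0 in the library listed at 0 in 7 of 7 cases (100%), against 76.8% of 203 cases at other genes. With 7 cases, and since antisense transcripts are estimated on their own, this does not decide it. No biological explanation was tested. Another 10 genes were listed at 0 in all CK libraries and 9 in all GLY libraries at 5 FPKM or more in the other group, and those can be of the same kind or changed by glyphosate.

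The proteasome genes were lower as a set, by a median of -0.41 relative to all tested genes. Expression level and transcript length are argued against, since 0 of 10000 lists of 54 genes matched on both had as low a median as -0.21, the lowest being -0.17 and their median 0.12. The median log2 fold change differed with expression, which the matching takes into account. It was 0.19 at 0.5 to 1 FPKM, 0.25 at 1 to 2 FPKM, 0.13 at 10 to 50 FPKM and -0.07 at 50 FPKM or more. The camera adjusted p was 0.490 with the library-size covariate and 0.435 with that covariate and no filter. The camera p was under 0.05 in each of the 9 other splits as well (at most 0.0253), and those splits hold part of the difference between CK and GLY. That part is alike in all of them, so it does not account for the lower camera p where GLY3 was set with 2 CK libraries (1.76e-05 to 6.73e-05). The set may also vary between replicates, and its camera p may then be too small. A response to glyphosate may account for the set, as a hypothesis.

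*EPSPS* was higher in GLY, and a scaling shift is argued against as its whole cause, since its log2 fold change was 1.07 with median-of-ratios scaling. A rise of the whole aromatic amino acid pathway is a candidate explanation. The 41 tested genes of the KEGG pathway other than *EPSPS* had a median log2 fold change of 0.39 against 0.20 for all genes, 32 of them above 0 and 14 higher with 1 lower at an adjusted p under 0.05. Tested as a set, their camera p was 0.0218 and their fry p 2.9e-05. *EPSPS* ranked 6 of 42 by fold change. The camera p was 0.0271 with median-of-ratios scaling, between 0.0187 and 0.0494 with each library left out in turn, 0.189 with the library-size covariate and 0.0434 with that covariate and no filter. The p was not adjusted for the other sets, and the set was chosen after the rise of *EPSPS* had been seen. The result is in line with a rise of the pathway as a set, as a hypothesis.

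The co-expression pairs may rest on the difference between the 2 groups. When the libraries of the lncRNAs were permuted within the groups, a median of 98.7% of the 2324 pairs was left, and 14 of the 35 orders gave at least as many. This is in line with the explanation, so these pairs carry little information on co-variation within a group. For the 4439 pairs with transcripts called by the library-size covariate, 1910 passed with group means subtracted, and the permutations left a median of 1133 pairs (between 744 and 4340). These lncRNAs and transcripts all had P under 0.05 in the fit with that covariate, which also varies within the groups, so this decides nothing on co-variation within a group.

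The target genes that the paper's degradome sequencing gave, 39 of 44 tested, had a median log2 fold change 0.08 above that of all genes (limma's camera, adjusted p = 0.560 over 13 sets, and adjusted p between 0.107 and 0.828 over the alternatives tested with camera). Of these genes, 1 was called higher and 1 lower.

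Among all calls, terms and pathways that the paper's text does not name had the lowest adjusted p values of Fisher's exact test. Flavonoid biosynthesis had 17 of 37 genes called (adjusted p = 1.38e-06), starch and sucrose metabolism 32 of 129 (adjusted p = 2.51e-05), the flavonoid biosynthetic process 10 of 17 (adjusted p = 6.16e-04) and nucleosome 14 of 35 (adjusted p = 0.00113). Among the genes called by the library-size covariate without the filter, 0 GO terms and 0 KEGG pathways had an adjusted p under 0.05 (111 and 4 had P under 0.05), and these tests were not run on the calls of the other alternatives.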
